# N^6^-Methyladenosine-Modified circRNA in the Bovine Mammary Epithelial Cells Injured by *Staphylococcus aureus* and *Escherichia coli*

**DOI:** 10.3389/fimmu.2022.873330

**Published:** 2022-04-04

**Authors:** Haojun Xu, Changjie Lin, Ting Li, Yifan Zhu, Jinghan Yang, Sijie Chen, Jianguo Chen, Xi Chen, Yingyu Chen, Aizhen Guo, Changmin Hu

**Keywords:** N^6^-methyladenosine, circRNA, epithelial cells, cell injury, inflammation, *S. aureus*, *E. coli*

## Abstract

Mastitis is a common disease that hinders the development of dairy industry and animal husbandry. It leads to the abuse of antibiotics and the emergence of super drug-resistant bacteria, and poses a great threat to human food health and safety. *Staphylococcus aureus* (*S. aureus*) and *Escherichia coli* (*E. coli*) are the most common pathogens of mastitis in dairy cows and usually cause subclinical or clinical mastitis. CircRNAs and N^6^-methyladenosine (m^6^A) play important roles in immunological diseases. However, the mechanisms by which m^6^A modifies circRNA in bovine mammary epithelial cells remain poorly understood. The aim of our study was to investigate m^6^A-modified circRNAs in bovine mammary epithelial cells (MAC-T cells) injured by *S. aureus* and *E. coli.* The profile of m^6^A-modified circRNA showed a total of 1,599 m^6^A peaks within 1,035 circRNAs in the control group, 35 peaks within 32 circRNAs in the *S. aureus* group, and 1,016 peaks within 728 circRNAs in the *E. coli* group. Compared with the control group, 67 peaks within 63 circRNAs were significantly different in the *S. aureus* group, and 192 peaks within 137 circRNAs were significantly different in the *E. coli* group. Furthermore, we found the source genes of these differentially m^6^A-modified circRNAs in the *S. aureus* and *E. coli* groups with similar functions according to GO and KEGG analyses, which were mainly associated with cell injury, such as inflammation, apoptosis, and autophagy. CircRNA–miRNA–mRNA interaction networks predicted the potential circRNA regulation mechanism in *S. aureus-* and *E. coli*-induced cell injury. We found that the mRNAs in the networks, such as BCL2, MIF, and TNFAIP8L2, greatly participated in the MAPK, WNT, and inflammation pathways. This is the first report on m^6^A-modified circRNA regulation of cells under *S. aureus* and *E. coli* treatment, and sheds new light on potential mechanisms and targets from the perspective of epigenetic modification in mastitis and other inflammatory diseases.

## Introduction

Mastitis is currently the most widely investigated disease in dairy cows and is usually caused by infection with specific pathogenic microorganisms (1). Currently, treatment with antibiotic causes the abuse of antibiotics and the emergence of super drug-resistant bacteria. It is a great threat to human health. For instance, methicillin-resistant *Staphylococcus aureus* (MRSA) from bovines is now the most serious acute infectious disease in hospital, neonatal delivery room, and community (2). *S. aureus* and *Escherichia coli* are the most common pathogens that cause mastitis, and the infection has variable clinical symptoms ranging from different pathogens (3). The characteristics of subclinical mastitis caused by *S. aureus* are chronic or invisible, which makes disease detection and therapy difficult (4). Conversely, mastitis caused by *E. coli* and some Gram-negative bacteria usually passes through acutely and is associated with a list of severe symptoms (5). Bovine mammary epithelial cells, as the first layer, have an essential defense function, and the tight junctions of the cells provide a barrier to enhance natural mammary immunity. The cells secrete inflammatory factors to fight bacterial infections when activated (6). Moreover, it will express a set of cytokine/chemokine factors and directly resist pathogens, such as bactericidal β-defensins (7), complement factors, and acute phase proteins (8, 9). This response occurs through an inflammatory-related pathway (10–13). Some studies have confirmed the immune response of mastitis in *S. aureus* and *E. coli* infection (14–18). However, the regulatory function of noncoding RNA and epigenetic modification is ignored.

Circular RNA (circRNA) has attracted considerable critical attention in recent years. As an indispensable noncoding RNA, circRNA is constituted by a highly stable and conserved covalent closed loop structure without a 3’ cap and 5’ polyA structure in organisms. Depending on the source gene of circRNA, different studies reported that the circRNA could be separated into different categories (19–21), such as exonic circRNA, intergenic circRNA, intronic circRNA, antisense circRNA, and sense overlapping circRNA. CircRNAs have been reported to bind to miRNAs as sponges and regulate target gene expression by combining with miRNAs (22). With the development of sequencing technology, many researchers have found that circRNAs widely exist in immune cells (23–25). Additionally, KEGG and GO analyses indicated that circRNAs played an essential role in many pathways associated with inflammation and immunity, such as the NF-κB, NLR, and TNF pathways (26). Therefore, circRNA has been considered a breakthrough in the innovative treatment of inflammatory disease.

M^6^A is a common epitranscriptome modification of RNA that is widely distributed in mammary epithelial cells (27). m^6^A has been found in diverse ribonucleic acids (28–31). By regulating RNA splicing (32), degradation (33), stability (34), and translation (35), the final manifestation is the impact on various pathological or physiological processes, such as the cell cycle (36) and immune function (37). Interestingly, circRNA could be regulated by m^6^A modification, showing a different m^6^A pattern from mRNA (38). Recent studies have shown that m^6^A-modified circRNAs have a certain impact on immune liver metastasis (39). Nevertheless, there is no study of the relationship between m^6^A-modified circRNAs and mastitis in dairy bovines.

To identify the potential function of m^6^A modification in regulating circRNA, we used RNA immunoprecipitation and high-throughput sequencing (MeRIP-seq) for the first time to profile the circRNA regulated by m^6^A modification in mammary epithelial cells (MAC-T) injured by inactivated *S. aureus* and *E. coli.* The features of m^6^A-modified circRNAs were identified first, and the potential functions were also predicted by GO enrichment analysis and KEGG pathway analysis. Moreover, a circRNA–miRNA–mRNA interaction network was constructed to predict competitive endogenous RNAs (ceRNAs). For further investigation, conjoint analysis of circRNA-seq and MeRIP-seq was performed. Together, our findings demonstrated the potential molecular function of circRNAs regulated by m^6^A modification caused by *S. aureus-* and *E. coli-*induced cell injury, which suggested that *S. aureus* and *E. coli* may affect the cell inflammation process through m^6^A-modified circRNAs, and provided us with possible diagnosis and treatment targets in mastitis.

## Materials and Methods

### Cell Lines and Bacteria

MAC-T cells (an immortalized bovine mammary epithelial cell line) were donated by Professor Mark Hanigan of Virginia Tech University. MAC-T cells were cultured by adapting the procedure used by Li et al. (40).

*S. aureus* (ATCC 29213) and *E. coli* (ATCC 25922) were donated by Professor Zhou Rui and Professor Wang Xiangru of Huazhong Agricultural University. *S. aureus* and *E. coli* were resuscitated, single colony purified, cultured, and heat-inactivated by adapting the procedure used by Li et al. (40).

### MAC-T Cell Injury Induced by Inactivated *S. aureus* and *E. coli*

MAC-T cells were seeded in 6-well plates (Corning, US) at a density of 2×10^5^ cells/well. After 12 h of culture, inactivated bacteria were added at an MOI of 10:1. Inactivated bacteria and cells were cocultured for 24 h. Cells in each well were washed 3 times with cold PBS (HyClone, China) before TRIzol (Invitrogen, US) was added. There were 3 replicate wells for each treatment and 3 replicate wells for the control, for a total of 9 samples.

### Extraction of Total RNA and RT-qPCR

Total RNA of the above 9 samples was extracted according to the instructions of the commercial reagent manufacturer and the RNA isolation steps. A NanoDrop ND-1000 instrument (Agilent Inc. USA) was used to measure RNA concentration and purity, and the quality control index of RNA purity was based on the OD260/OD280 value between 1.8 and 2.0. Denaturing agarose gel electrophoresis was used to measure RNA integrity and gDNA contamination. The sample was stored at −80°C for later use.

The RNA samples obtained were reverse transcribed into cDNA using Vazyme HiScript II Reverse Transcriptase (+gDNA wiper) (Vazyme, Nanjing, China), and the expression of related RNA was detected by Vazyme AceQ^®^ SYBR qPCR Master Mix (Vazyme) in a ViiA7 Real-time PCR System (Applied Biosystems Inc., Foster City, CA, United States). The 2^−△△ct^ method was used to analyze the fluorescence quantitative data, and GraphPad Prism 7.0 was used to process the data. Related primer sequences are shown at **Table S1**.

### Flow Cytometry

After MAC-T cells were digested, collected, and washed three times with PBS, the cells were resuspended in 100 µl of Binding Buffer. Then, 5 µl each of FITC and PI dyes (Vazyme, China) was added and left for 10 min at room temperature in the dark. After adding 400 µl of Binding Buffer, the cells were detected using CytoFLEX-LX (Beckman Coulter, Indianapolis, IN, USA).

### Transmission Electron Microscopy

MAC-T cells were treated with *S. aureus* and *E. coli* and fixed with 2% glutaraldehyde fixation buffer. The cells were used for TEM slide preparation. Sections were observed *via* a 100 KV H7650 transmission electron microscope (HITACHI, Japan).

### Establishment of circRNA Library

Nine samples under different treatments were sent to Cloud-Seq Biotech (Shanghai, China) for MeRIP-CircRNA sequencing. The operation was briefly described as follows: (1) To enrich circRNA, a circRNA Enrichment Kit (Cloud-seq, USA) was used according to the supplier’s instructions. (2) An NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit (New England Biolabs, Inc., Massachusetts, USA) was used to pretreat RNA, and a sequencing library was constructed by immunoprecipitation. (3) Quality control and quantification of the library were performed with the BioAnalyzer 2100 system (Agilent Technologies, USA), and the Illumina HiSeq instrument was used to perform 150 bp paired-end sequencing.

### CircRNA Raw Data

After paired-end sequencing, raw circRNA data were obtained. According to Q30 for quality control, cutadapt software (v1.9.3) was used to obtain high-quality reads. STAR software (v2.5.1b) was used to compare high-quality reads to the reference genome/transcriptome (bosTau9), and DCC software (v0.4.4) was used for circRNA detection and identification. The circBase database and Circ2Traits were used to annotate the identified circRNA. Then, edgeR software (v3.16.5) was used for data standardization and differential expression circRNA screening (fold change ≥ 1.5, *p*-value ≤ 0.05). The standardized number of reads was used to calculate the differential expression of circRNA between the three groups of samples. A fold change ≥ 2.0 and *p*-value ≤ 0.05 were considered the thresholds for differential circRNA.

### Bioinformatics Analysis and Statistical Analysis

According to the circRNA verified by sequencing, the differentially expressed circRNA was selected. Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/keg, accessed on 27 April 2020) and Gene Ontology (GO; http://www.geneontology.org, accessed on 27 April 2020) enrichment analyses for the circRNA source gene were performed using the DAVID biometric analysis tool. The downstream mRNAs were predicted using miRBase (http://mirbase.org/index.shtml).

Statistical analysis of the data was performed using GraphPad Prism 7.0 (GraphPad Software, La Jolla, CA, United States). Data are represented as the mean with SD, and the significant differences were analyzed by Student’s *t*-test; *p* < 0.05 was considered statistically significant.

Additionally, RNAhybrid (2.1.2) was used to predict circRNA and miRNA interaction (41). Mirbase 22 (https://mirbase.org/, accessed on March 3, 2018) was used to predict the downstream mRNA of the predicted miRNA.

## Results

### Inflammation, Apoptosis, and Autophagy in MAC-T Cells Treated With Inactivated *S. aureus* and *E. coli*

To determine whether the stimulation of inactivated bacteria on MAC-T cells can cause cell damage, we added bacteria to stimulate the cells for 24 h. The results showed that IL-1β, IL-6, and TNF-α were significantly upregulated in the *S. aureus* group and *E. coli* group, and the expression of these three genes in the *E. coli* group was significantly higher than that in the *S. aureus* group (**Figures 1A–C**). Additionally, cell apoptosis was significantly increased (**Figures 1D–F**). It showed almost 5 times the apoptosis rate in the *S. aureus* group and *E. coli* group compared to the control group. In contrast to the trend in mRNA expression associated with inflammation, flow cytometry illustrated a similar apoptosis rate when cells were treated with *S. aureus* and *E. coli* (**Figure 1G**).

**Figure 1:**
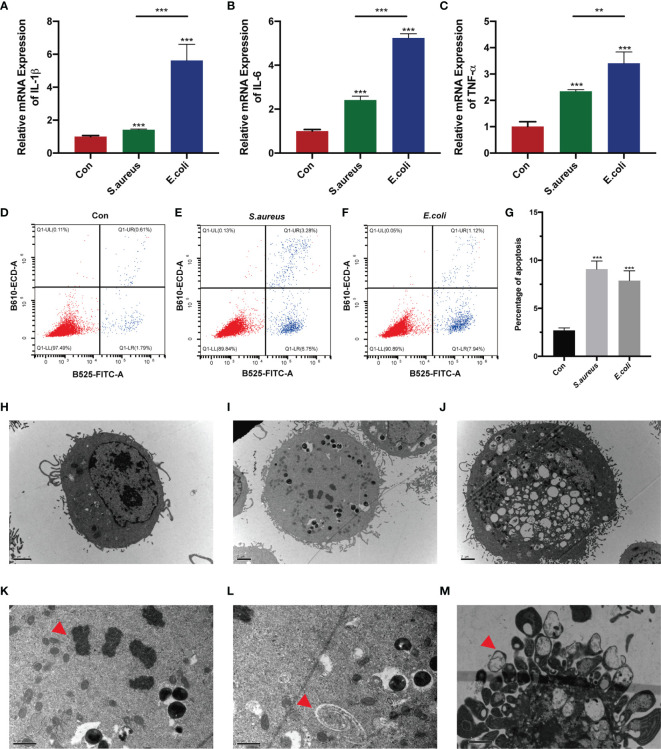
MAC-T cells injured by *S. aureus* and *E. coli*. **(A–C)** MAC-T cells were stimulated by inactivated *S. aureus* and *E. coli* and significantly higher IL-1β, IL-6, and TNF-α mRNA expression was found in the treatment groups. **(D–F)** Flow cytometry detected apoptosis in the *S. aureus* group and *E. coli* group. **(G)** The percentage of apoptotic cells in the *S. aureus* group and *E. coli* group was significantly higher than that in the control group. **(H–M)** Transmission electron microscopy (TEM) imaging of MAC-T cells. TEM illustrated **(H)** normal MAC-T cells, **(I)** MAC-T cells injured by *S. aureus*, and **(J)** MAC-T cells injured by *E. coli*. **(K)** Nuclear membrane disappearance, chromatin condensation (red arrow) and **(L)** autophagosomes (red arrow) were found in the *S. aureus* group. **(M)** Apoptotic bodies (red arrow) were found in the *E. coli* group (**p < 0.01, ***p < 0.001).

To more intuitively observe the cell injury in *S. aureus* treatment and *E. coli* treatment, transmission electron microscopy was used (**Figures 1H–M**). Interestingly, we found the nuclear membrane disappearance, chromatin condensation (**Figure 1K**), and autophagosomes (**Figure 1L**) in MAC-T cells injured by *S. aureus* (**Figure 1I**), which indicated minor damage in these cells. However, cells with acute cytosolic voids (**Figure 1J**) and apoptotic bodies (**Figure 1M**) were found in MAC-T cells injured by *E. coli*.

### Identification of m^6^A-Modified circRNAs in MAC-T Cells Treated With Inactivated *S. aureus* and *E. coli*

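MAC-T cells, an immortalized line of bovine mammary epithelial cells, were seeded at 200000 cells per well, grown for 12 h and then cocultured for 24 h with heat-inactivated *S. aureus* or *E. coli* at a multiplicity of infection of 10, or kept without bacteria as the control group. Each group had 3 wells, and an input library and an immunoprecipitated (IP) library enriched with an antibody against m6A were made from each of the 9 wells, which gave 18 libraries. The paper calls these replicate wells, so a p-value below measures only the spread between the wells. The authors enriched the RNA for circRNA, made strand-specific libraries, trimmed the paired-end reads with cutadapt 1.9.3 and aligned them to the bovine genome bosTau9 with STAR 2.5.1b. DCC then detected circRNAs from reads that cross a back-splice junction, the join that closes the circle. For each circRNA and input library, the authors' table holds the number of junction reads and a normalized log2 value, which equals the log2 of the count multiplied by 1 factor per library, with 0 reads entered as 0.1. These factors ranged from 1 to 1.16 in the control group, from 6.33 to 8.87 in the *S. aureus* group and from 2.87 to 3.15 in the *E. coli* group. For each IP library, the authors' table lists m6A peaks as regions within circRNAs, with a fold enrichment, a score and a false discovery rate in percent. Each input library had 61407072 to 82429030 clean reads and each IP library 80234344 to 102589000. The input libraries held 361 to 2057 junction reads each, and the highest count of any circRNA in a library was 28, so a change in a single circRNA had to be large to be seen. The junction reads of circRNAs with at least 2 reads in at least 3 of the 9 input libraries were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjustment), in 1 fit over all 3 groups. Peaks of a group were the regions called in any of its libraries, and regions on the same strand that shared at least 1 base were merged into 1 peak. Peaks were compared by whether they were called, and methylation levels below or above the calling threshold were not analysed here. Values per library were compared between groups with an exact two-sided permutation test, and the smallest p that 3 wells against 3 allow is 0.1. Host genes, positions and source classes (exonic, sense overlapping, antisense, intronic or intergenic) are those the authors' tables give.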

To investigate the circRNA profile in MAC-T cells injured by heat-inactivated *S. aureus* or *E. coli*, purified cellular RNA was subjected to circRNA-seq and MeRIP-seq. The sequencing raw reads were generated from the control group, *S. aureus* group, and *E. coli* group. Bioinformatic approaches, including Cutadapt and Bowtie2 software, were performed for data filtering and quality control. We obtained clean reads and the proportions of net reads were between 99.122% and 99.995% with stringent quality control (**Table S2**).

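Reads across back-splice junctions were scarcest in cells treated with *S. aureus* and intermediate in cells treated with *E. coli*. The input libraries of the control group held 1767 ± 268 junction reads (SD, n = 3), those of the *S. aureus* group 382 ± 20.6 (SD, n = 3) and those of the *E. coli* group 930.0 ± 28.2 (SD, n = 3). Per 1000000 clean reads, this was 23.7 ± 2.39 junction reads in the control group, 4.96 ± 0.408 in the *S. aureus* group and 14.7 ± 0.409 in the *E. coli* group. These rates were 4.77-fold fewer after *S. aureus* and 1.61-fold fewer after *E. coli* than in the control group, and no well of either treatment reached the lowest control well (exact permutation test, p = 0.1 for each). The mean of clean input reads was 74562425 in the control group, 77238418 in the *S. aureus* group and 63160392 in the *E. coli* group.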

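The circRNAs of MAC-T cells came mainly from exons and were short in all groups. The authors' table held 3914 circRNAs from 2220 host genes, and 138 circRNAs had no host gene. Of these circRNAs, 2660 (68.0%) were exonic, 12.5% were sense overlapping, 8.89% antisense, 7.10% intronic and 3.53% intergenic. Their median length was 568 bases, and 3292 of them (84.1%) were shorter than 2000 bases. Among the circRNAs detected in a library, 71.0% ± 1.52 were exonic in the control group, 69.2% ± 2.96 in the *S. aureus* group and 74.8% ± 1.27 in the *E. coli* group (SD, n = 3 each). The share of antisense circRNAs was 7.20% in the control group and 11.8% in the *S. aureus* group, with no overlap between the wells (exact permutation test, p = 0.1), and 6.12% in the *E. coli* group. Of the circRNAs detected per library, 84.4% in the control group, 86.0% in the *S. aureus* group and 87.5% in the *E. coli* group were shorter than 2000 bases. Most circRNAs rested on few reads, since 3364 (85.9%) were seen in a single library and 1714 (43.8%) had 1 junction read over all 9 libraries.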

To clarify the relationship between m^6^A modification and normal circRNA, we first analyzed the circRNA profile from circRNA-seq and found that most circRNAs were less than 2,000 bp and derived from exons (**Figures S1A, B**). Moreover, genes were mainly distributed on chromosome 3 (**Figure S1E**). 

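Chromosome 3 gave the largest number of circRNAs in the whole table, 261 (6.67%), followed by chromosome 1 with 216 and chromosome 2 with 210. In the control group, 162 of the circRNAs with a junction read in any library came from chromosome 3, and 145 came from chromosome 2. In the *E. coli* group, chromosome 3 led with 95, followed by chromosome 1 with 79. In the *S. aureus* group, chromosome 8 led with 44, followed by chromosome 10 with 38, and chromosomes 3 and 5 had 33 each.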

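In cells treated with *S. aureus* or *E. coli*, the circRNAs with fewer junction reads than in the control group came mainly from exons, as did those that could be tested. At a fold change of at least 2 and the paper's unadjusted p threshold in edgeR, 13 circRNAs were lower in the *S. aureus* group, 12 of them exonic, and 6 in the *E. coli* group, 5 of them exonic, against 75 of the 79 tested circRNAs, and none passed an adjusted p in that test. These included exonic circRNAs of GLIS3 (1126 bases), BTBD7 (1268 bases), CSTF3 (712 bases), DEK (428 bases) and VRK1 (221 bases), and 1 intergenic circRNA of 31353 bases on chromosome 2. Of the circRNAs past these thresholds in the *E. coli* group, that of SAMD4A was exonic with 519 bases and that of PAPSS1 exonic with 609 bases. Calls made on the authors' normalized values in place of counts gave other shares, but 1045 of the 1532 circRNAs called higher after *S. aureus* and 483 of the 536 after *E. coli* had no junction read in the 6 libraries compared. Among all circRNAs called higher on those values, 65.7% were exonic and 84.6% shorter than 2000 bases after *S. aureus*, with a median length of 582.5 bases, and 63.2% were exonic and 85.8% shorter than 2000 bases after *E. coli*, with a median of 567.5 bases. Antisense circRNAs made up 10.4% of those called higher after *S. aureus* and 15.1% of those called higher after *E. coli*. Among the 53 with a junction read after *E. coli*, 84.9% were exonic, 7.55% antisense and 98.1% shorter than 2000 bases, and among the 487 after *S. aureus* these shares were 62.8%, 14.8% and 85.0%.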

When MAC-T cells were injured by *S. aureus* and *E. coli*, the source and length of the differential circRNA showed similar patterns (**Figures S1C, D, F**). Most circRNAs were located on chromosome 3 in the *S. aureus* group, while most circRNAs were located on chromosome 8 in the *E. coli* group (**Figures S1F, G**).

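On the authors' normalized values, circRNAs called higher lay most often on chromosome 3 after *S. aureus*, with 99, followed by chromosome 5 with 84. After *E. coli* they lay most often on chromosome 8, with 39, followed by chromosome 5 with 33. When only called circRNAs with a junction read in the 6 libraries compared were kept, chromosome 8 led in the *S. aureus* group with 35 and chromosome 1 in the *E. coli* group with 6. Among all circRNAs of the table, 184 came from chromosome 8.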

Further analysis of the MeRIP-seq data was performed, and the m^6^A methylation peaks were compared and analyzed based on the sequencing data. There were 1,599 m^6^A methylation peaks within 1,035 circRNAs in the control group, 35 peaks within 32 circRNAs in the *S. aureus* group, and 1,016 within 728 circRNAs in the *E. coli* group (**Figures 2A, B**).

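Fewer m6A peaks on circRNAs were called in cells treated with *S. aureus* or *E. coli* than in control cells, but a limit on the false discovery rate reversed the order of the control and the *E. coli* group. The control libraries had 1242 ± 110 peaks each (SD, n = 3), the *S. aureus* libraries 28 ± 1 and the *E. coli* libraries 718 ± 120. The number of peaks was 44.4-fold lower after *S. aureus* and 1.73-fold lower after *E. coli*, and in both comparisons all 3 treated wells lay below all 3 control wells (exact permutation test, p = 0.1 for each). When only peaks above the median fold enrichment of control peaks were kept, the numbers were 26.6-fold and 1.06-fold lower, and the *E. coli* wells (508, 683 and 568) overlapped the control wells (783, 666 and 413). By construction, this limit removes about as many control peaks as it keeps, so the smaller differences follow in part from its choice. The mean of the library medians of fold enrichment was 22.1 in the control group, 45.2 in the *S. aureus* group and 33.6 in the *E. coli* group. With a false discovery rate of at most 5%, a limit chosen after the values had been seen, 0 peaks were left in every control and *S. aureus* library and 390, 601 and 353 in the *E. coli* libraries. Of the latter, 94.6%, 92.5% and 95.2% overlapped a called control peak, and the lowest rate of any peak was 10% in the control group and 14.9% in the *S. aureus* group. A peak was found on 855 ± 64.2 circRNAs per control library, on 25.7 ± 1.53 per *S. aureus* library and on 548 ± 75.4 per *E. coli* library. Merged over the 3 libraries of a group, there were 1601 peaks on 1035 circRNAs in the control group, 37 on 33 in the *S. aureus* group and 1018 on 728 in the *E. coli* group. The number of circRNAs detected from junction reads was also lower, at 871 ± 126 per control library, 231 ± 18.0 per *S. aureus* library and 506 ± 34.8 per *E. coli* library. Per circRNA detected in the same well, the control wells had 1.45 peaks, the *E. coli* wells 1.42 and the *S. aureus* wells 0.122, so that the *E. coli* wells lay within the range of the control wells on this measure (exact permutation test, p = 0.9). Of the circRNAs with a peak, 23.3% ± 3.27 in the control group, 13.0% ± 1.51 in the *E. coli* group and 10.2% ± 11.8 in the *S. aureus* group (SD, n = 3) had a junction read in the input library of the same well.

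**Figure D1:**
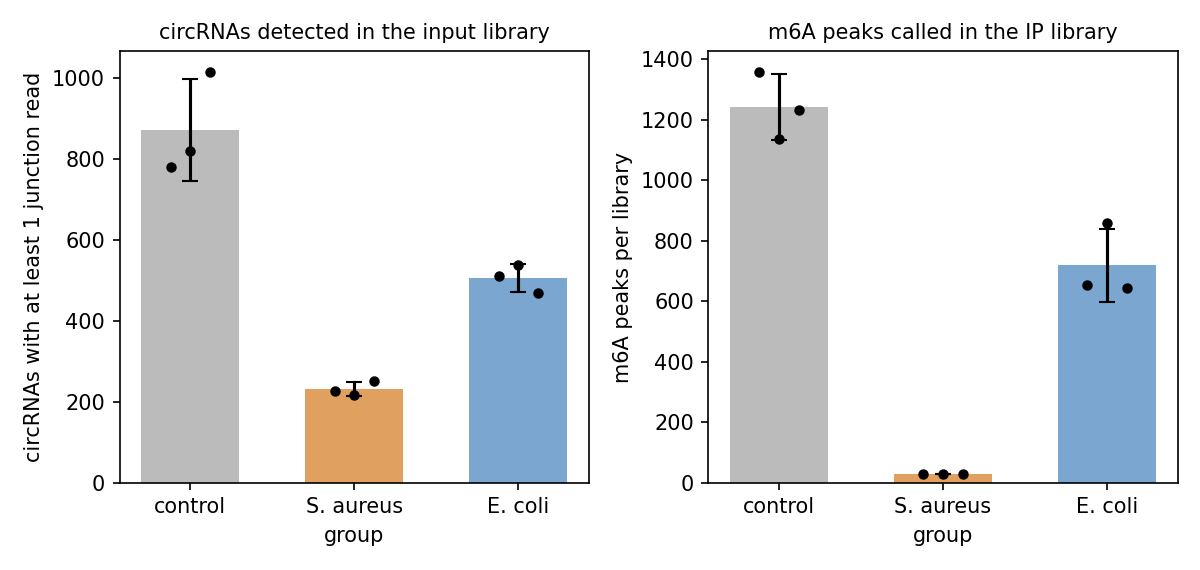
Number of circRNAs with at least 1 junction read in the input library (left) and of m6A peaks called in the IP library (right), for the control, *S. aureus* and *E. coli* groups. Bars are means of 3 wells, error bars are SDs and points are wells; the 3 *S. aureus* wells lie between 27 and 29 peaks, and the control wells between 1138 and 1358.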

**Figure 2:**
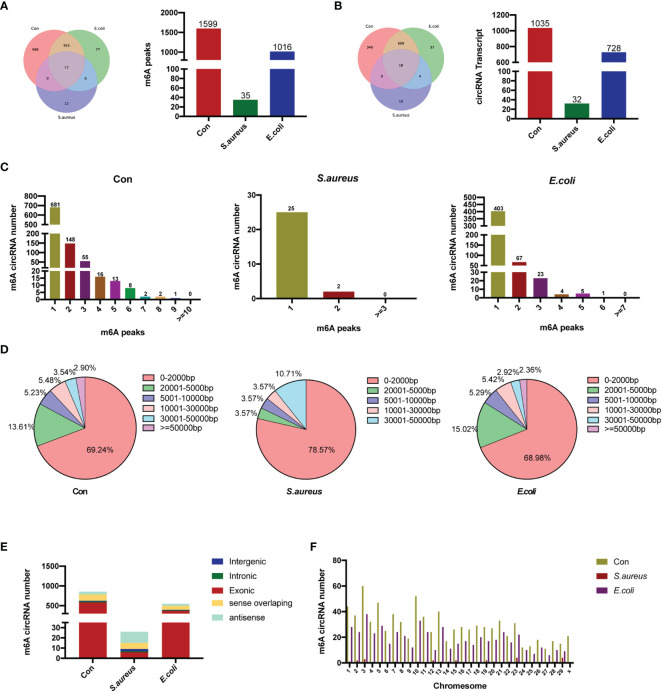
Overview of m^6^A-modified circRNAs in MAC-T cells injured by *S. aureus* and *E. coli*. **(A)** Venn diagram and histogram displaying the specific m^6^A peaks between the control group, *S. aureus* group, and *E. coli* group. **(B)** Venn diagram and histogram showing the specific circRNA with m^6^A modification between the three groups. **(C)** The number of m^6^A peaks per circRNA in the three groups. **(D)** The length of m^6^A-modified circRNAs in the three groups. **(E)** The source of m^6^A-modified circRNAs in the three groups. **(F)** Chromosome distribution.

### Characteristics of m^6^A-Modified circRNAs in MAC-T Cells Treated With Inactivated *S. aureus* and *E. coli*

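The peaks found in every group included very strong ones, such as those on circRNAs of SREK1 and PRPF38B. After merging, 17 peaks were called in all groups and 935 in both the *E. coli* and the control group, while 18 circRNAs had a peak at any place in all groups and 687 in both of these. A peak on the sense overlapping circRNA of SREK1, a splicing regulator, on chromosome 20 from 13451624 to 13453678 had a mean fold enrichment of 258 ± 69.6 (SD, n = 3) in the control group. The corresponding peaks had 245 ± 70.3 in the *S. aureus* group and 287 ± 74.0 in the *E. coli* group, a difference within the spread of the wells. PRPF38B, another splicing factor, had a peak on chromosome 3 from 34674205 to 34674355 with 115 ± 10.5 in the control group and 141 ± 53.0 in the *S. aureus* group. The peak on the circRNA antisense to HSPA1A, a heat shock gene, on chromosome 23 from 27521762 to 27522690 had 73.8 ± 3.12 in the *S. aureus* group, and that on the circRNA of DSP, which encodes desmoplakin, had 60.8 ± 6.12. Whether peak calling used the strand is not stated, so a peak on an antisense circRNA cannot be told apart from one on the sense transcript. Other control peaks were strong in the *E. coli* group and absent from the *S. aureus* group. On the circRNA of the kinase gene MAP4K4, the peak on chromosome 11 from 6597090 to 6597251 had 178 ± 69.8 in the control group and 273 ± 74.8 in the *E. coli* group. On that of ARID1A, which encodes a chromatin remodelling subunit, the peak on chromosome 2 from 126450274 to 126450726 had 205 ± 46.6 and 227 ± 84.0. No *S. aureus* library had a peak at either place.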

A total of 17 m^6^A peaks and 18 circRNA transcripts were observed in all three groups, whereby 933 methylation peaks and 687 circRNAs occurred in both the *E. coli* group and the control group. The number of m^6^A methylation peaks was obviously different among the three groups. There were 18 m^6^A peaks in the *S. aureus* group instead of the control group and 83 m^6^A peaks in the *E. coli* group instead of the control group.

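Few peaks were present after treatment and missing from the control group. In the *S. aureus* group, 18 peaks overlapped no control peak, and 8 of these peaks, on 7 circRNAs, were called in all 3 libraries. The strongest were a pair on the exonic circRNA of TNS4, a focal adhesion gene, on chromosome 19 from 40709399 to 40709822 and from 40707892 to 40708313, with fold enrichments of 71.7 ± 13.5 and 67.3 ± 19.8 (SD, n = 3). The others lay on the exonic circRNA of APLP2 (25.6 ± 1.60), on the sense overlapping circRNA of PRSS23 and on circRNAs antisense to HMGA1, CD44, FN1 and LOC104976804. In the *E. coli* group, 81 peaks overlapped no control peak, and 3 of these were called in all 3 libraries. They lay on circRNAs of IGSF9B on chromosome 29 from 33123768 to 33124546 (mean fold enrichment 65.8), of the transcription factor RUNX2 on chromosome 23 from 18785380 to 18785541 (45.3) and of the mitotic kinase TTK on chromosome 9 from 19733944 to 19734638 (40.6). Within the control group, 81.9% of the peaks of a library overlapped a peak of another control library, and 89.8% of the peaks of an *E. coli* library and 53.7% of those of an *S. aureus* library overlapped a peak of a control library.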

Further analysis was performed to assess the features of m^6^A-modified circRNAs. The number of m^6^A methylation peaks in each circRNA was highly similar in the control group, *S. aureus* group, and *E. coli* group (**Figure 2C**). 

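The number of peaks on a modified circRNA was lowest in the *S. aureus* group. A modified circRNA carried 1.45 peaks on average in a control library, 1.31 in an *E. coli* library and 1.09 in an *S. aureus* library, and the wells of the groups did not overlap (exact permutation test, p = 0.1 for each comparison with the control group). The largest number of peaks on 1 circRNA was 9, 9 and 8 in the control libraries, 6, 7 and 7 in the *E. coli* libraries and 2, 3 and 3 in the *S. aureus* libraries.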

Similar to recent studies, we have found that most circRNAs have one m^6^A methylation peak, but there are also a large number of circRNAs with more than one m^6^A methylation peak, which indicates that m^6^A modification sites are not unique in circRNAs. Moreover, the lengths of m^6^A-modified circRNAs in each group were analyzed. 

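In the control libraries, 73.6% of the modified circRNAs had 1 peak and 26.4% had more. More than 1 peak was found on 20.4% of the modified circRNAs in the *E. coli* libraries and on 6.53% in the *S. aureus* libraries. CircRNAs with several peaks were thus a smaller share in both treated groups, with no overlap with the control wells (exact permutation test, p = 0.1 for each, the smallest possible). The *S. aureus* share rests on 2, 2 and 1 circRNAs per library. The circRNA of MAP4K4 had several peaks in both the control and the *E. coli* group. With none in the *S. aureus* group, it does not enter the share there.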

The length of most m^6^A-modified circRNAs was less than 5,000 bp, and similar characteristics of length were shown in all three groups (**Figure 2D**). 

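CircRNAs with a called peak were longer than the circRNAs detected from junction reads in all groups. A longer circRNA has more room for a peak, which was not corrected for, so no preference for long circRNAs follows. Of the circRNAs with a peak, only 23.3% in the control, 13.0% in the *E. coli* and 10.2% in the *S. aureus* group had a junction read in the same well. For the others, the peak was not tied to a circle detected there. The median length of circRNAs with a peak was 929 bases in a control library, 1021 in an *E. coli* library and 748 in an *S. aureus* library, whereas that of circRNAs with a junction read was 562, 545 and 540 bases. Modified circRNAs shorter than 5000 bases made up 85.3% in the control group, 85.2% in the *E. coli* group and 83.1% in the *S. aureus* group. The *E. coli* wells overlapped the control wells for this share (exact permutation test, p = 0.9), and the *S. aureus* wells lay below all control wells (exact permutation test, p = 0.1).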

In our studies, the sources of the circRNA in the three groups were subsequently analyzed. 

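In the control and the *E. coli* group, exons were the main source of modified circRNAs. Exonic circRNAs, such as those of UPF2, which encodes a factor of nonsense-mediated decay, and DST, which encodes dystonin, made up 697 of the modified circRNAs (67.3%) in the control group and 487 (66.9%) in the *E. coli* group. Per library, the exonic share was 68.1% in the control group and 67.2% in the *E. coli* group, a difference within the spread of the wells (exact permutation test, p = 0.3). Sense overlapping circRNAs were next, with 18.6% and 19.0% per library, followed by antisense circRNAs with 8.47% and 9.29%.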

CircRNAs in the control group and *E. coli* group derived from exons were the most abundant. However, in the *S. aureus* group, there was a certain amount of m^6^A-modified circRNA derived from antisense and sense overlapping (**Figure 2E**). 

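In the *S. aureus* group, antisense circRNAs were the largest class of the modified circRNAs, with 13 of 33, followed by 8 exonic and 8 sense overlapping ones. Per library, 41.5% of the modified circRNAs were antisense, 23.5% exonic and 23.4% sense overlapping, and the antisense share lay above and the exonic share below those of all control libraries (exact permutation test, p = 0.1 for each). The antisense circRNAs included those at HSPA1A and at JUNB, which encodes an AP-1 transcription factor (chromosome 7 from 12736920 to 12737387, mean fold enrichment 50.1), and the control group had peaks at both. Exonic circRNAs with a peak included that of LMO7 on chromosome 12 (93.0 ± 12.2, SD, n = 3), and sense overlapping ones that of TCHH on chromosome 3 from 18623323 to 18623493 (145 ± 50.7, SD, n = 3). The *S. aureus* shares rest on 24 to 27 circRNAs per library, of which only 2, 0 and 6 had a junction read in the same well. Since the use of the strand in peak calling is not stated either, these peaks cannot be assigned to antisense circles, and no shift of m6A to them follows.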

Finally, chromosome distribution also revealed that m^6^A-methylated circRNA is more likely to be present on chromosome 3 (**Figure 2F**).

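Modified circRNAs came most often from chromosome 3 in the control group, with 73 (7.05%), and in the *E. coli* group, with 48 (6.59%), and chromosome 10 was next with 60 and 45. The share of chromosome 3 among all circRNAs of the table was 6.67%. In the *S. aureus* group, chromosome 23 led with 5 modified circRNAs, among them those at HSPA1A, DSP and HMGA1, followed by chromosome 29 with 4, while chromosome 3 had 3, including those of PRPF38B and of TCHH.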

### Comparison of m^6^A-Modified circRNAs in MAC-T Cells Injured by *S. aureus* and *E. coli*

To identify the role of m^6^A-modified circRNA in regulating MAC-T cell injury induced by *S. aureus* and *E. coli*, the various m^6^A modification levels between *S. aureus/E. coli* and the control group were analyzed (fold change > 2, *p*-value < 0.05). Compared to the control group, a total of 259 differential m^6^A modification peaks within 200 circRNAs were found. Further analysis confirmed that 67 m^6^A methylation peaks within 63 circRNAs were significantly different between the *S. aureus* group and the control group, of which 26 hypermethylated peaks were within 25 circRNAs (e.g., circRNA_OPA3), and 41 hypomethylated peaks were within 38 circRNAs (e.g., circRNA_AKT3). 

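The circRNA antisense to OPA3, a gene of the mitochondrial membrane, on chromosome 18 from 53134823 to 53136132 had 1 junction read, in an *S. aureus* library, and no peak was called on it in any library. Peaks called in all 3 control libraries and in no *S. aureus* library numbered 898, on 663 circRNAs of 570 host genes. The strongest of them lay on circRNAs of METAP2 on chromosome 5 from 25096430 to 25097164 (mean fold enrichment 214 ± 36.3, SD, n = 3), of UPF2 on chromosome 13 from 12306164 to 12306543 (177 ± 30.1, SD, n = 3) and of the genes ARID1A and MAP4K4. Such calls show presence or absence of a peak and give no level below the calling threshold.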

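GRB10 and SMAD1 had circRNA peaks in all control and all *E. coli* libraries. GRB10 encodes an adaptor of growth factor receptors, and its sense overlapping circRNA on chromosome 4 from 5110471 to 5185832 had a peak in 3 control and 3 *E. coli* libraries and in no *S. aureus* library. SMAD1 encodes a transducer of bone morphogenetic protein signals, and its exonic circRNA on chromosome 17 from 12757780 to 12787843 had a peak in the same number of libraries of each group. A further SMAD1 peak from 12757780 to 12757896 was called in all 3 control libraries, with a mean fold enrichment of 28.4, and in no *E. coli* library. Peaks called in all 3 control libraries and in no *E. coli* library numbered 179, on 151 circRNAs of 142 host genes. The strongest lay on circRNAs of ZNF287 on chromosome 19 from 33136022 to 33136357 (mean fold enrichment 56.5), ANKRD16 (52.4), FOXP4 (51.2) and TMX4 (50.8). They also included those of LATS1, a kinase gene of the Hippo pathway (30.1), and TIAM1, which encodes an activator of RAC1 (29.6).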

Meanwhile, 192 m^6^A methylation peaks within 137 circRNAs were significantly different between the *E. coli* group and the control group, of which 75 hypermethylated peaks were within 47 circRNAs (e.g., circRNA_GRB10), and 117 hypomethylated peaks were within 90 circRNAs (e.g., circRNA_SMAD1). Data visualization analysis was performed by IGV to show the differential m^6^A peaks between the control group and treatment group (**Figure 3A**). 

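At most of the places the paper lists in Tables 1 and 2, no m6A peak was called in any library. TTK had a peak over its listed place on chromosome 9 from 19734241 to 19734720 in all 3 *E. coli* libraries and in no other group, which made it the only listed place with higher methylation and a called peak. At KLF2, which encodes an anti-inflammatory transcription factor, a peak over chromosome 7 from 6684921 to 6685640 was called in all 3 control libraries, with a mean fold enrichment of 42.1, and in no treated library. INTS14 had a peak at its listed place in 2 control libraries (mean fold enrichment 21.7) and PDGFC in 1 (15.2). At TUBG1, PCDH7, SLC38A6 and both places of LOC616254, a peak was called in 1 control library each, with fold enrichments of 26.4, 17.1, 16.8, 16.8 and 12.4. At the 10 places listed as higher in the *S. aureus* group, which include HERC1, BoLA, TNRC6B, ITGB6 and ABI1, no library had a peak. Of the 10 listed as lower there, 5 had one in a control library and none in an *S. aureus* library. The circRNA at the place had 1 junction read over all 9 libraries at 5 of the 10 places of each of these sets.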

The top 20 differentially methylated circRNAs with hypermethylation or hypomethylation in the *S. aureus* and *E. coli* group compared to the control group are shown (**Tables 1**, **2**).

**Figure 3:**
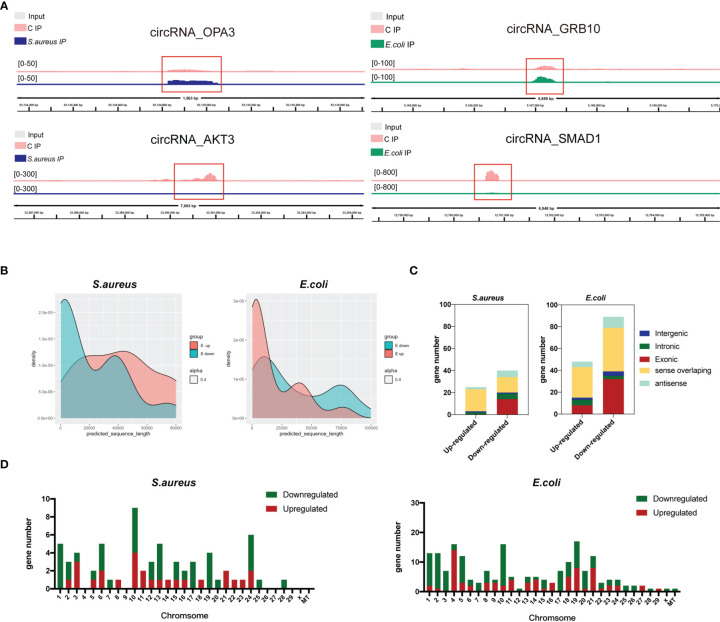
Distribution of significantly differentially expressed m^6^A-modified circRNAs in the *S. aureus/E. coli* group compared to the control group. **(A)** Data visualization analysis was performed by IGV, showing the location of differential m^6^A peaks in the source gene of circRNA (circRNA_OPA3, circRNA_AKT3, circRNA_GRB10, and circRNA_SMAD1) between the control group and treatment group. **(B)** The length, **(C)** source, and **(D)** chromosome distribution of differentially expressed m^6^A-modified circRNAs in the *S. aureus* and *E. coli* groups (circRNAs were named by their host genes).

**Table 1:** The top 20 differential m^6^A methylation peaks in the *S. aureus* group.

Chromosome	txStart	txEnd	circRNA	Log2 (fold change)	Log10 (*p*-value)	Regulation	Gene Name
NC_037337.1	46247281	46247520	NC_037337.1:46242991-46289633+	5.935459748	−5.034591042	Up	HERC1
NC_037330.1	86682301	86682540	NC_037330.1:86640986-86690023-	5.935459748	−5.028395479	Up	FGGY
NC_037333.1	59952041	59952420	NC_037333.1:59928622-59985342-	5.925999419	−5.089972883	Up	APBB2
NC_037350.1	27893981	27894220	NC_037350.1:27876890-27903587+	5.754887502	−5.204708591	Up	BoLA
NC_037332.1	111626261	111626680	NC_037332.1:111598311-111657380+	4.288569498	−5.093922528	Up	TNRC6B
NC_037348.1	67428661	67429080	NC_037348.1:67417009-67430833+	4.161463423	−5.101982705	Up	RCOR1
NC_037348.1	45814301	45814680	NC_037348.1:45804299-45843658-	4.137503524	−5.315886833	Up	RALGAPA1
NC_037337.1	38139881	38140340	NC_037337.1:38110426-38163910-	4.128104826	−5.128618679	Up	TTBK2
NC_037329.1	36254201	36254600	NC_037329.1:36234037-36272150+	4.109121722	−5.205686668	Up	ITGB6
NC_037340.1	17844281	17844540	NC_037340.1:17837769-17914548+	4.109121722	−5.205686668	Up	ABI1
NC_037346.1	48234961	48236200	NC_037346.1:48207986-48238757-	8.727920455	−8.42802011	Down	LOC616254
NC_037346.1	48236381	48236780	NC_037346.1:48207986-48238757-	7.633721813	−5.266786186	Down	LOC616254
NC_037328.1	58661221	58661840	NC_037328.1:58637202-58671946-	7.099084761	−5.035851245	Down	CCDC191
NC_037351.1	41480421	41480700	NC_037351.1:41472840-41512183+	7.087462841	−5.118381385	Down	ANKRD12
NC_037328.1	58659161	58659660	NC_037328.1:58637202-58671946-	6.832890014	−5.107495151	Down	CCDC191
NC_037332.1	47863661	47864140	NC_037332.1:47863491-47900636-	3.850392113	−6.070148314	Down	HMGA2
NC_037333.1	50191621	50192140	NC_037333.1:50182671-50193777+	3.646936522	−6.189481195	Down	PCDH7
NC_037346.1	42688021	42689000	NC_037346.1:42679175-42722558+	3.243082999	−5.067635523	Down	TUBG1
NC_037329.1	103364341	103364580	NC_037329.1:103361756-103403647+	3.068303263	−6.201531963	Down	FN1
NC_037337.1	73166041	73166600	NC_037337.1:73152071-73191463+	2.831439424	−5.695444469	Down	SLC38A6

**Table 2:** The top 20 differential m^6^A methylation peaks in the *E. coli* group.

Chromosome	txStart	txEnd	circRNA	Log2 (fold change)	Log10 (*p*-value)	Regulation	Gene Name
NC_037346.1	48215781	48216000	NC_037346.1:48207657-48222864+	6.264911693	−7.942473705	Up	LOC616254
NC_037341.1	19872121	19872560	NC_037341.1:19868638-19873631+	5.533536841	−6.561672065	Up	\
NC_037336.1	19734241	19734720	NC_037336.1:19722613-19745296+	5.291904302	−6.043718789	Up	TTK
NC_037348.1	21598761	21599100	NC_037348.1:21597478-21609841+	4.240590206	−7.05135328	Up	SEMA4B
NC_037343.1	37622541	37622900	NC_037343.1:37601990-37655462-	3.972129944	−7.178701679	Up	KIFAP3
NC_037333.1	6116441	6116840	NC_037333.1:6115763-6116870-	3.694482263	−6.112188664	Up	MYOZ2
NC_037348.1	45811741	45812060	NC_037348.1:45804299-45843658-	3.651051691	−5.006313952	Up	RALGAPA1
NC_037345.1	64445561	64445840	NC_037345.1:64432982-64467888+	3.491853096	−5.647799044	Up	LOC523461
NC_037341.1	12378481	12378700	NC_037341.1:12358524-12409607-	3.248761682	−6.828578301	Up	\
NC_037351.1	57355041	57355300	NC_037351.1:57288851-57364177+	3.236634344	−6.569723837	Up	NEDD4L
NC_037346.1	42710681	42711440	NC_037346.1:42679175-42722558+	8.250298418	−9.472120196	Down	TUBG1
NC_037332.1	116173961	116174480	NC_037332.1:116173575-116176816+	7.908092341	−8.324295886	Down	\
NC_037341.1	60850021	60850740	NC_037341.1:60844229-60863728-	6.928370323	−5.973128449	Down	RIMS2
NC_037328.1	83737581	83738220	NC_037328.1:83704005-83760741+	6.806066226	−5.801208675	Down	MCF2L2
NC_037346.1	42688021	42689000	NC_037346.1:42679175-42722558+	5.343541908	−7.512392728	Down	TUBG1
NC_037335.1	59571001	59571660	NC_037335.1:59569743-59571921-	4.80910047	−8.534329344	Down	UNC13B
NC_037335.1	61952521	61952820	NC_037335.1:61946441-61961703+	3.936127817	−6.501032761	Down	DCAF10
NC_037334.1	6684921	6685640	NC_037334.1:6684920-6685725+	3.758138793	−5.31671853	Down	KLF2
NC_037337.1	12478301	12478800	NC_037337.1:12457121-12500457-	3.730500053	−9.041917911	Down	INTS14
NC_037344.1	42316401	42316900	NC_037344.1:42315517-42318215+	3.617184214	−9.125043078	Down	PDGFC

Additionally, the feature of the differentially m^6^A-methylated circRNA in the *S. aureus/E. coli* group compared to the control group is also shown. Instead of being a major part of short m^6^A-modified circRNA derived from exon (**Figure 2D**), it is longer and derived more from sense overlapping when MAC-T cells are injured by *S. aureus* and *E. coli* (**Figures 3B, C**). Additionally, the differential circRNA with methylation showed totally reverse patterns in the *S. aureus* group compared to the *E. coli* group, which were mainly hypomethylation in the *S. aureus* group and hypermethylation in the *E. coli* group. 

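The circRNAs that lost a peak in either treatment were mainly exonic, and their median length lay close to or above that of all modified circRNAs. A lost peak had to be called in all 3 control libraries, which was not asked of all modified circRNAs, so this comparison does not isolate the loss. After *S. aureus*, 898 peaks were lost and 916 were called in all 3 control libraries. Among those carrying a peak called in all 3 control libraries and in no *S. aureus* library, 69.2% were exonic, 19.6% sense overlapping and 7.39% antisense, and the median length was 1034 bases. Among those carrying a peak called in all 3 control libraries and in no *E. coli* library, 70.9% were exonic and 21.2% sense overlapping, and the median length was 1251 bases. Of the 7 circRNAs carrying a peak called in all 3 *S. aureus* libraries and in no control library, 57.1% were antisense, and the circRNA of TNS4 is one of the exonic ones. Most places of Tables 1 and 2 lie on sense overlapping circRNAs, such as the one of HERC1, which spans 46643 bases, and the one of TNRC6B, which spans 59070 bases.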

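Peaks called in every library of the control group and in none of a treated group outnumbered the opposite kind after both bacteria when all called peaks were counted. After *S. aureus*, 8 peaks were of the opposite kind, among them those at CD44 (chromosome 15 from 65696938 to 65697647, mean fold enrichment 25.4), at HMGA1 (chromosome 23 from 8322292 to 8322451, 31.1) and at PRSS23 (chromosome 29 from 8736735 to 8737068, 16.5). After *E. coli*, the opposite kind comprised the peaks of IGSF9B, RUNX2 and TTK. Peaks on circRNAs of genes such as COIL (mean fold enrichment 44.4), BTBD8 (42.7) and SPECC1L (47.0) were of the kind missing after *E. coli*.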

The most differentially methylated circRNA in the *S. aureus* group was found on chromosome 10, while in the *E. coli* group, it was on chromosome 19 (**Figure 3D**).

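The circRNAs that lost a peak after *S. aureus* came most often from chromosome 3, with 44, followed by chromosome 10 with 42 and chromosome 5 with 39. Chromosome 3 held 6.64% of them and 6.67% of all circRNAs of the table. Those that lost a peak after *E. coli* came most often from chromosome 10, with 12, followed by chromosome 3 with 10, and 6 came from chromosome 19, among them that of ZNF287. Of the circRNAs carrying a peak called in all *S. aureus* libraries and in no control library, 3 were on chromosome 29, at APLP2, PRSS23 and LOC104976804.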

### GO and KEGG Pathway Enrichment Analyses of m^6^A-Modified circRNAs in MAC-T Cells Treated With *S. aureus* and *E. coli*

Recent studies have shown that circRNAs can affect the expression of its cis genes (42). Therefore, to clarify the essential role of m^6^A-modified circRNAs in MAC-T cell injury induced by *S. aureus* and *E. coli*, GO and KEGG pathway enrichment analyses for the m^6^A-modified circRNA source genes were performed (*p*-value < 0.05) (**Tables S3, S4**). In the *S. aureus* group, the GO annotation of circRNA with hypermethylation illustrated that it was mainly enriched in transmembrane, cell part morphogenesis, plasma membrane-bounded cell projection organization, P-body, and protein tyrosine kinase activator activity (**Figure 4A**). Furthermore, the KEGG analyses indicated that they were enriched in endocytosis, antigen processing and presentation, and ubiquitin-mediated proteolysis (**Figure 5A**). Likewise, the GO analysis of circRNA with hypomethylation showed that it was closely related to clathrin, SMAD binding, integrin binding, and PI3K (**Figure 4B**). 

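Among the host genes behind the terms for higher methylation after *S. aureus*, none had an m6A peak in the *S. aureus* group. Host genes are counted here and below with all their circRNAs, also those the paper does not list. For cell projection organization, ABI1, APBB2, KIFAP3, NEDD4L and TTBK2 are the members, and 3 of them had a circRNA peak in a control library and 4 in an *E. coli* library. The control peaks of TTBK2 lay on another circRNA than the one listed in Table 1. ABI1, which activates ABL kinases and stands alone behind the tyrosine kinase activator term, had a peak in 1 control and 3 *E. coli* libraries. The P-body members PAN3 and TNRC6B, which act in deadenylation and miRNA silencing, had peaks in 1 and 3 control libraries. Of the 13 host genes in Table S3 for this set, 7 had a peak in a control library, 6 in an *E. coli* library and 0 in an *S. aureus* library.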

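The 3 pathways rest on BOLA, NEDD4L and HERC1. No library had a peak on the circRNA of BOLA, a class I antigen presentation gene, and this circRNA had 2 junction reads, both in the control group. NEDD4L, a ubiquitin ligase gene behind the endocytosis and the ubiquitin terms, had a circRNA peak in 1 *E. coli* library. HERC1, another ubiquitin ligase gene, had a circRNA peak in 3 control libraries and none after either treatment. No library had a peak on the HERC1 circRNA that the paper lists in Table 1, so the control peaks lay on another circRNA of this gene. Among the 5 host genes that Table S4 lists for this set, 1 had a peak in a control library.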

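SMAD1 and TCF12, the host genes of the SMAD binding term, both had peaks in 3 control libraries, and TCF12 had none after either treatment. ATM, the gene behind the PI3K activity term and a kinase of the DNA damage response, had circRNA peaks in 3 control libraries and in no treated library. BTBD8, the gene behind the clathrin terms, had its peak in all control libraries and in no *S. aureus* library. FN1, which encodes fibronectin, and LAMA3, which encodes a laminin chain, form the integrin binding term and had no peak in any control library. FN1 had 1 on an antisense circRNA in all 3 *S. aureus* libraries (chromosome 2 from 103373176 to 103376393, mean fold enrichment 21.2). In total, 18 of the 20 host genes in Table S3 for this set had a peak in a control library and 1 had one in an *S. aureus* library.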

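CRK and TIAM1 are host genes of the RAP1 term, and both had circRNA peaks in 3 control libraries and in no *S. aureus* library. The genes CRK, which encodes an adaptor protein of integrin signalling, and TIAM1 also kept a called peak in 3 *E. coli* libraries. Focal adhesion adds FN1 and LAMA3, and LAMA3 had 15 circRNAs with 15 junction reads in the control group, 3 in the *S. aureus* group and 12 in the *E. coli* group but a peak in only 1 *E. coli* library. Over the host genes that Table S4 lists for this set, 7 of 9 had a peak in a control library and 1, FN1, had one in an *S. aureus* library.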

KEGG analysis of hypomethylated circRNAs revealed enrichment in focal adhesion, the RAP1 signaling pathway, and regulation of the actin cytoskeleton (**Figure 5B**).

**Figure 4:**
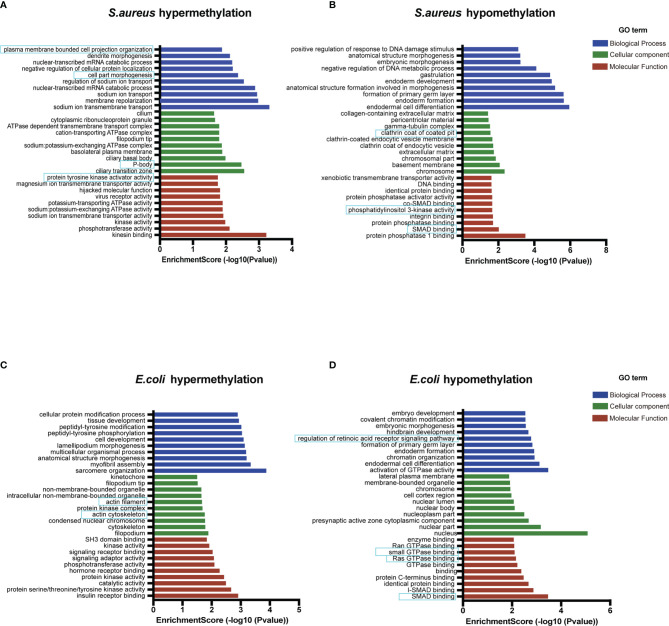
Go enrichment analysis. **(A)** The top 10 GO terms enriched for the source genes of differential circRNA with hypermethylation and **(B)** hypomethylation in the *S. aureus* group. **(C)** The top 10 GO terms enriched for the source genes of differential circRNA with hypermethylation and **(D)** hypomethylation in the *E. coli* group (the predicted GO pathways in the blue box were related to inflammation, apoptosis, and autophagy).

**Figure 5:**
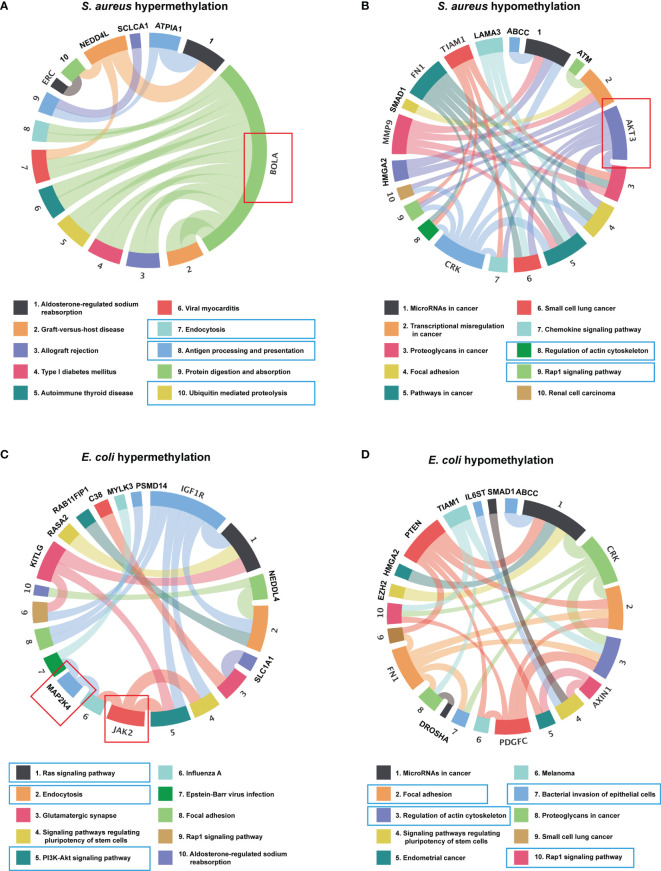
KEGG enrichment analysis. **(A)** The top 10 KEGG pathway enriched for the source genes of differential circRNA with hypermethylation and **(B)** hypomethylation in the *S. aureus* group. **(C)** The top 10 KEGG pathway enriched for the source genes of differential circRNA with hypermethylation and **(D)** hypomethylation in the *E. coli* group (the predicted KEGG pathways in the blue box and representative genes in the red box were related to inflammation, apoptosis, and autophagy).

In the *E. coli* group, the GO analysis predicted that the functions of circRNAs with hypermethylation were significantly enriched in cytoskeleton, and actin filament (**Figure 4C**). 

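Some but not all host genes of these terms had peaks in the control group, and some had peaks in the *E. coli* group. FMN1, which encodes the actin nucleator formin 1, had circRNA peaks in 3 control and 3 *E. coli* libraries, and AKAP13, which encodes an activator of RHOA, had 1 in a single *E. coli* library. Of the 9 members of the cytoskeleton term, 4 had a peak in a control library and 6 in an *E. coli* library, while KIFAP3, KITLG and MYOZ2 had none in any library. Over the 30 host genes in Table S3 for this set, 18 had a peak in a control library and 20 in an *E. coli* library.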

The KEGG pathway analysis indicated that circRNAs with hypermethylation were significantly related to the Ras signaling pathway, endocytosis, and PI3K-Akt signaling pathway (**Figure 5C**). 

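IGF1R, the receptor gene for insulin-like growth factor 1, is a member of all 3 pathways, and its circRNAs had a peak in 3 control and 2 *E. coli* libraries. The other members of the Ras term, KITLG and RASA2, had no called peak in any library. RAB11FIP1, a gene of recycling endosomes, had a peak in 3 control and 3 *E. coli* libraries. Of the 11 host genes that Table S4 lists for this set, 5 had a peak in a control library and 7 in an *E. coli* library.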

Correspondingly, the GO analysis of differential m^6^A-modified circRNA with hypomethylation illustrated that the meaningful terms may be related to regulation of the retinoic acid receptor signaling pathway, SMAD binding, Ras GTPase binding, and small GTPase binding (**Figure 4D**). 

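EZH2 and KLF2, the host genes of the retinoic acid receptor term, both had peaks in 3 control libraries, and after *E. coli* this was 2 libraries for EZH2, which encodes a histone methyltransferase, and 0 for KLF2. AXIN1, DROSHA, SMAD1 and TCF12 form the SMAD binding term, and all had a peak in a control library and 3 of them in an *E. coli* library. Of the 6 members of the Ras GTPase binding term, IPO8, MCF2L2, RCC2, RIMS2, TNFAIP1 and TNPO1, 4 had a peak in a control library and 1 in an *E. coli* library. Of the host genes in Table S3 for this set, 53 of 68 had a peak in a control library and 34 in an *E. coli* library.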

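CRK, which encodes an adaptor protein of integrin signalling, had circRNA peaks in all 3 control and all 3 *E. coli* libraries. Other host genes of these pathways included PDGFC, with peaks in the same number of libraries, TIAM1 and FN1. FN1 had none in the control group and peaks in 2 *E. coli* libraries on antisense circRNAs. At TIAM1, the peak on chromosome 1 from 4289437 to 4289884 was called in all 3 control libraries and in no *E. coli* library, while other peaks on its circRNAs were called there. Over the 12 host genes that Table S4 lists for this set, 10 had a peak in a control library and 9 in an *E. coli* library.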

The KEGG analysis also revealed enrichment in focal adhesion, regulation of actin cytoskeleton, bacterial invasion of epithelial cells, and Rap1 signaling pathway (**Figure 5D**).

Also, some representative genes closely related to apoptosis and inflammation in the KEGG pathways analysis were shown, such as BOLA, AKT3, MAP2K4, and JAK2 (**Figures 5A–D**). 

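MAP2K4, a kinase gene upstream of JNK and p38, had a peak on its circRNA on chromosome 19 from 30678571 to 30730979 in 3 control and 3 *E. coli* libraries and in no *S. aureus* library. JAK2, a kinase gene of cytokine signalling, had a peak on an antisense circRNA on chromosome 8 from 39492682 to 39494252 in 2 control and 2 *E. coli* libraries. The circRNAs of MAP2K4 had 2 junction reads in the control group and 1 in the *E. coli* group, and those of JAK2 had 1 in each group.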

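Genes of chromatin regulation hosted modified circRNAs more often than other host genes in both the control and the *E. coli* group. In 20 lists of genes fixed before the data were examined, the host genes with a peak in at least 2 libraries of a group were compared with all host genes by Fisher's exact test, adjusted over the lists. A few list members came from genes the paper names, such as SETD2, so lists that hold them are not independent evidence. The 48 chromatin regulators hosted 136 of the 3914 circRNAs, and the 2220 host genes all but 138. A host with more circRNAs has more places for a peak, which was not corrected for. Of 48 chromatin regulators, 29 (60.4%) had a peak in the control group, against 31.8% of all host genes (Fisher's exact test, adjusted p = 0.000945), and 22 (45.8%) in the *E. coli* group, against 21.4% (adjusted p = 0.00222). ARID1A, CREBBP, NSD1, SETD2, SMARCC1 and TET3 had one in all libraries of both groups. With the 74 host genes of tested circRNAs as the background, which hold 4 chromatin regulators, no list passed an adjusted p in either group. Of 19 genes of TGF-beta and SMAD signalling, 11 had a peak in the control group (exact test, adjusted p = 0.138) and 9 in the *E. coli* group (adjusted p = 0.0625), among them BMPR2, SKI and HIPK2. Of 16 genes of PI3K-AKT-mTOR signalling, 8 had one in each of these groups (exact test, adjusted p = 0.562 and 0.0625), among them FOXO1, FOXO3 and PIK3R1. None of these genes had a peak in at least 2 *S. aureus* libraries. MAPK and Ras signalling had 9 of 21 genes with a peak in the control group and 7 in the *E. coli* group (exact test, adjusted p = 0.565 and 0.472). From the enriched terms of both groups, the paper proposes that modified circRNAs act on immunity, cell junctions, growth and resistance to invasion by a similar route after both bacteria.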

Given the above, we found that the functions of differentially expressed m^6^A-modified circRNAs were highly similar when MAC-T cell injury was induced by either *S. aureus* or *E. coli*. These findings may suggest that these m^6^A-modified circRNAs regulated immunity, cell junctions, growth metabolism, and resistance to bacterial invasion through a similar pathway in both induced groups.

### CircRNA–miRNA–mRNA Interaction Network Identified Similar Enrichment of mRNA in the *S. aureus* and *E. coli* Groups

CircRNAs are able to regulate the expression of target genes as sponges for miRNAs based on complementary base pairing. By predicting the target miRNA between circRNA and mRNA, we constructed a circRNA–miRNA–mRNA interaction network (**Table S5**). In this study, 10 circRNAs (5 hypermethylation and 5 hypomethylation), 10 miRNAs, and 22 mRNAs were included in the *S. aureus* group (**Figure 6A**), and 10 circRNAs (5 hypermethylation and 5 hypomethylation), 8 miRNAs, and 19 mRNAs were included in the *E. coli* group (**Figure 6B**).

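The circRNAs of the network that could be matched by position were detected from very few reads. Of the 4348 interactions in Table S5, 1744 were used here, and they name 9 circRNAs, each with 1 or 2 junction reads over all 9 libraries. The circRNA of FAM214A had an m6A peak in 3 control libraries and in no treated library. Those of MMP9, which encodes a matrix protease, and MB21D2 had a peak in 3 control libraries and in 2 and 1 *E. coli* libraries. The circRNA antisense to SETD2 had one in 2 control and 1 *E. coli* library, and that of NEDD4L in 1 *E. coli* library. Those of PAN3 and LOC616254 had one in 1 control library, and those of RCOR1 and OPA3 in none. No circRNA of these 9 had a peak in an *S. aureus* library.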

**Figure 6:**
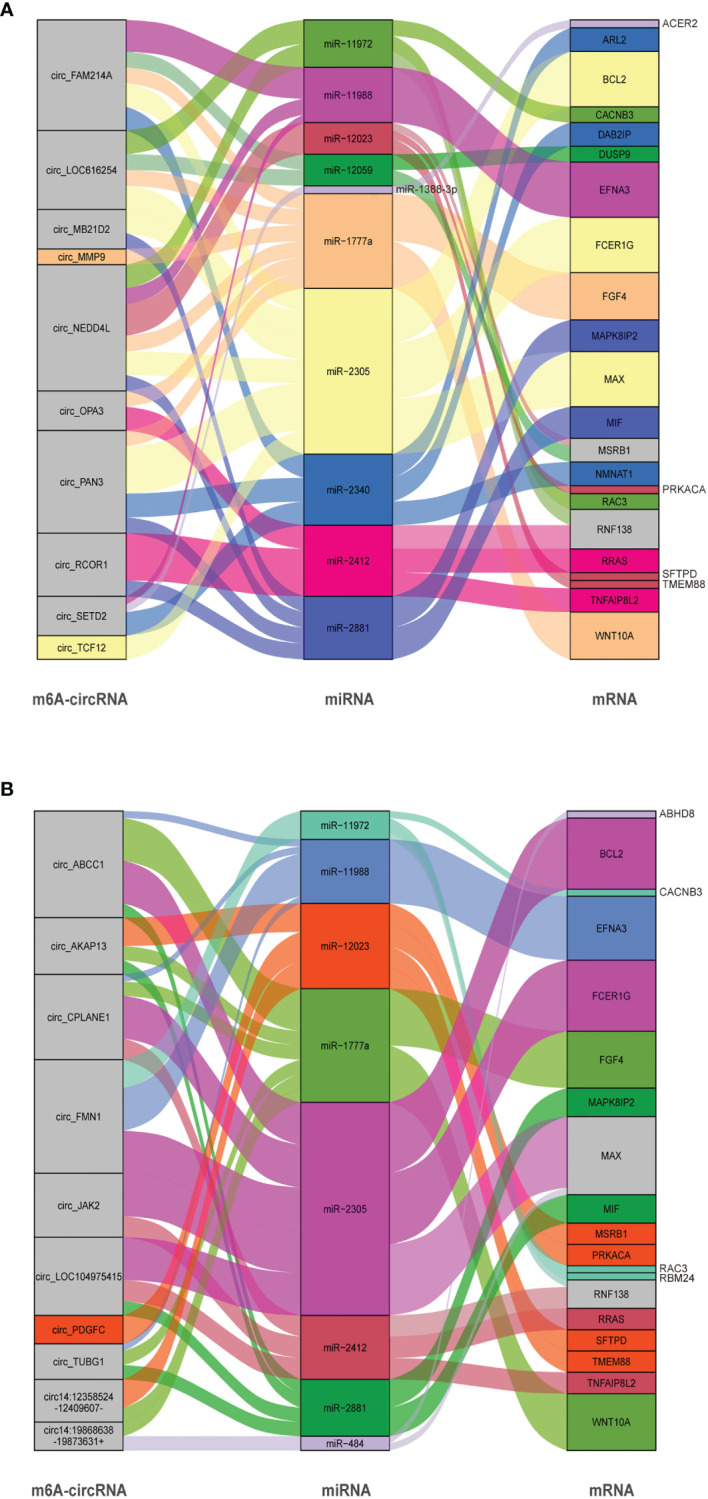
CircRNA–miRNA–mRNA ceRNA interaction network. The box size represents the strength of the binding. The color represents that the miRNA has a binding site with mRNA and circRNA, and if the color is gray, it represents two or more target binding sites. **(A)** The *S. aureus* group. **(B)** The *E. coli* group (circRNAs were named by their host genes or chromosome location).

In the interactive network of the *S. aureus* group, many inflammation-related miRNAs were predicted. For example, miR-2305 and miR-1777a, which have been considered to have an effect on immunity (43), were also shown to enrich for transcripts related to inflammation and apoptosis in our study (including key genes such as MAPK8IP2 and WNT10A). Additionally, we predicted that some miRNAs may be regulated by multiple circRNAs at the same time. For instance, miR-11988 was predicted to be regulated by circ_FAM214A, circ_NEDD4 L, and circ_SETD2 simultaneously.

Similarly, in the *E. coli* group, a large amount of mRNA was also predicted to be associated with inflammation, mainly in the MAPK signaling pathway and the WNT signaling pathway. In addition, BCL2, which is the key molecule in apoptosis, was predicted to be regulated by miR-2305. Some natural immune-related mRNAs such as TNFAIP8L2, FCER1G, and MSR1B were present in the network. It is predicted that the miRNAs may regulate multiple mRNAs. For example, miR-2305 could be able to interact with BCL2, FCER1G, and MAX. Interestingly, in both groups, we found a large number of similar miRNAs, suggesting that circRNAs modified with different m^6^A modifications may play a similar role in *S. aureus-* and *E. coli-*induced cell injury.

### Conjoint Analysis of circRNA-seq and MeRIP-seq

To further explore the potential function of circRNAs with m^6^A modification in *S. aureus-* and *E. coli-*induced cell injury, a conjoint analysis of circRNA-seq and MeRIP-seq was performed.

In addition, the differential expression of circRNAs with significant changes in the *S. aureus* and the *E. coli* groups compared to the control group was analyzed (**Figures 7A–D**). 

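The circRNAs of GLIS3, BTBD7 and DEK were seen in all control libraries and in no *S. aureus* library, and that of SAMD4A in all control libraries and in no *E. coli* library, yet none of them passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. The counts allowed 79 circRNAs (2.02%) to be tested, which held 13.1% of the junction reads. In edgeR's quasi-likelihood test, 0 were higher and 0 lower after adjustment in both comparisons, with smallest adjusted p of 0.135 after *S. aureus* and 0.127 after *E. coli*, while 13 and 7 had an unadjusted p under 0.05. At the paper's thresholds, 0 were higher and 13 lower in the *S. aureus* group, and 1 was higher and 6 lower in the *E. coli* group, or 2 higher and 4 lower there without TMM. Without TMM the 13 became 2, and with libraries scaled to clean input reads they became 26. With adjustment, edgeR's exact test on the 2 groups alone called 2 circRNAs lower after *S. aureus* (smallest adjusted p = 0.00401) and 0 after *E. coli*. DESeq2 called 0 higher and 5 lower after *S. aureus* and 0 higher and 2 lower after *E. coli* at these thresholds, and 0 after adjustment. The exonic circRNA of the zinc finger gene GLIS3 on chromosome 8 from 40368241 to 40369366 had 8, 6 and 11 junction reads in the control libraries, 0 in every *S. aureus* library and 0, 5 and 1 in the *E. coli* libraries. It was at least 4.52-fold lower in the *S. aureus* group, taking 3 reads over the group as the floor (adjusted p = 0.135 from edgeR), and this bound was 1.80 without TMM and 8.63 with scaling to clean input reads. That of SAMD4A on chromosome 10 from 67199994 to 67200512 had 7, 3 and 7 reads in the control libraries, 0 in every *E. coli* library and 4, 2 and 2 in the *S. aureus* libraries, and was at least 4.44-fold lower in the *E. coli* group (adjusted p = 0.127 from edgeR), or 2.98-fold without TMM. The circRNA of BTBD7 on chromosome 21 from 57913323 to 57915074, with 4, 7 and 5 control reads and none after either treatment, was at least 2.89-fold lower after *S. aureus* (adjusted p = 0.210) and at least 4.17-fold lower after *E. coli* (adjusted p = 0.269 from edgeR), or 1.15-fold and 2.81-fold without TMM. The only circRNA higher after *E. coli* was that of TAF3 on chromosome 13 from 15989889 to 15999305, with 4, 2 and 0 reads against 0 in the control group (at least 2.56-fold, adjusted p = 0.494 from edgeR). It was not called higher with DESeq2, with a block for the well number or without the low-count filter. All these bounds allow for counting error in the group at 0 reads, not for the error of the other group's reads or the spread between wells. In simulated data of this depth, 46% of circRNAs with a 16-fold change passed the paper's thresholds and 6% the adjusted p, and for an 8-fold change these shares were 29.8% and 0.75%, so most changes of this size were missed. Of the 79 circRNAs, 33 had no read in the *S. aureus* group, and the median fitted log2 fold change there was −1.88, or −0.34 with these at their bound. The median was −2.65 when libraries were scaled to clean input reads and −0.74 without TMM, and in the *E. coli* group it was −0.37 and turned to 0.22 without TMM. Leaving out control well 1 or 3 or *S. aureus* well 1 or 3 lowered the 13 calls to 5, 4, 3 and 5. Leaving out control well 1, 2 or 3 or *E. coli* well 1 or 2 lowered the 7 calls to 2, 3, 2, 4 and 4.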

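Calls made on the authors' normalized values concerned mainly circRNAs without reads. On these values, an equal-variance test chosen after the values had been seen called 1532 circRNAs higher and 11 lower after *S. aureus* and 536 higher and 11 lower after *E. coli*. Of the 1532, 1045 had no junction read in any of the 6 libraries compared, 456 had reads in 1 *S. aureus* library, 29 in 2 and 2 in 3. Of the 536, 483 had no read in the 6 libraries, 45 had reads in 2 *E. coli* libraries and 8 in 3.

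**Figure D2:**
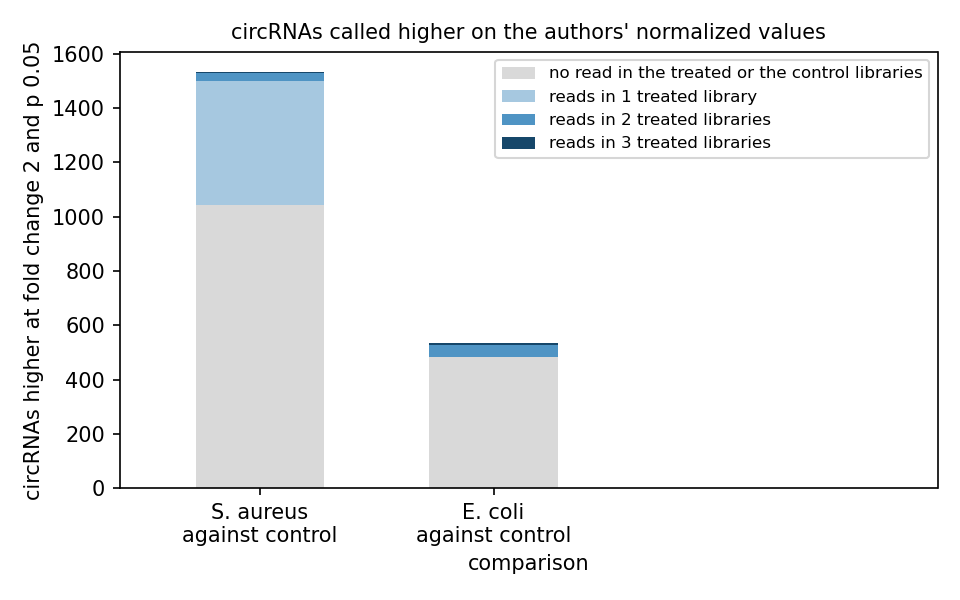
Number of circRNAs called higher (vertical axis) on the authors' normalized log2 values after *S. aureus* and after *E. coli*, each against the control group. Shades give the number of treated libraries with a junction read; the grey part, 1045 and 483 circRNAs, had no read in the 6 libraries compared.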

We found 3,914 novel circRNAs, of which 1,532 were upregulated and 11 were downregulated in the *S. aureus* group, and 536 were upregulated and 11 were downregulated in the *E. coli* group. 

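The circRNAs the paper ranks highest among those raised by *S. aureus* include those of DIP2C, MRPL13 and ZC3H13, each with 4, 0 and 2 junction reads in the *S. aureus* libraries and none in the control group. That of NCK1, an adaptor gene of actin regulation, had 1, 4 and 0. All 10 circRNAs of that list had no read in the control libraries, and none had reads in all 3 *S. aureus* libraries. Those listed as lower after *S. aureus* held 120 control reads and 0 after treatment. Besides the circRNAs of GLIS3, BTBD7, KANSL1L and DEK, they include that of CTTN, which encodes cortactin, with 2, 2 and 3 control reads. Among those listed as raised by *E. coli*, the circRNAs of CTNNA1, which encodes alpha-catenin (1, 1 and 4 reads), ITGB5 (1, 1 and 2) and CPSF6 (2, 4 and 4) had reads in all 3 *E. coli* libraries, and only that of CPSF6 had control reads, 2 of them. That of YAP1, the effector gene of the Hippo pathway, had 4, 4 and 0. The 10 listed as lower after *E. coli*, among them those of SAMD4A, PAPSS1 and FMNL2, held 77 control reads and 0 after treatment. The circRNAs of ZC3H13, which belongs to the m6A writer complex, of SMARCC1 and of TAF3 had an m6A peak in 3 control and 3 *E. coli* libraries and in no *S. aureus* library.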

The top 20 most significantly differentially expressed circRNAs in the *S. aureus* group and *E. coli* group are listed separately (**Tables S6, S7**).

**Figure 7:**
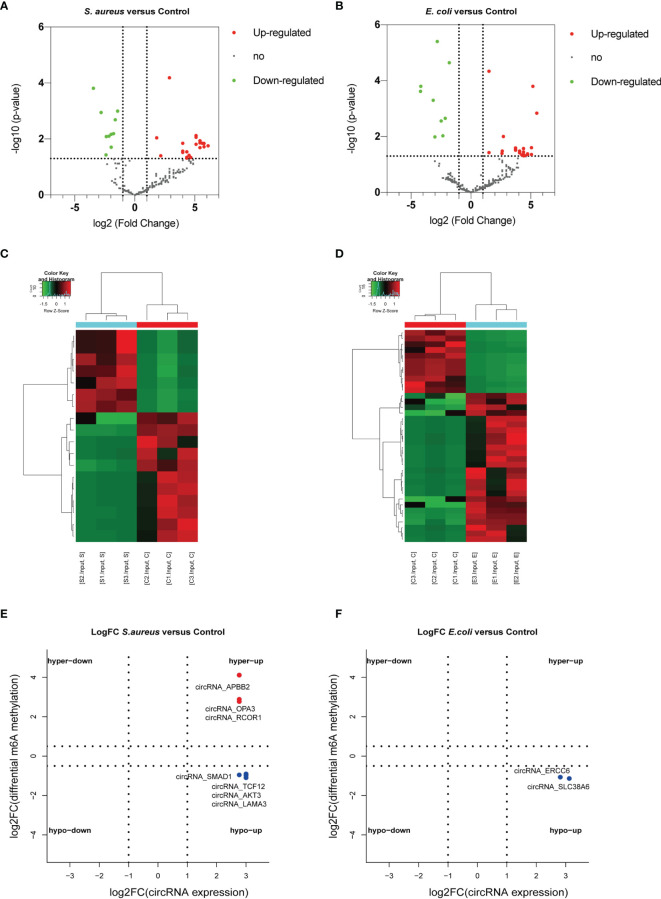
Conjoint analysis of circRNA with or without m^6^A modification. Volcano plot showing the differentially expressed circRNAs in the **(A)** *S. aureus* group and **(B)** *E. coli* group. Heatmap illustrating the differentially expressed circRNAs in the **(C)** *S. aureus* group and **(D)** *E. coli* group. Conjoint analysis between the expression level and m^6^A modification in the **(E)** *S. aureus* group and **(F)** *E. coli* group.

To predict the especially important circRNA in MAC-T injury and reveal the relationship between m^6^A modification and expression, a conjoint analysis was performed. Finally, 3 significantly upregulated circRNAs with hypermethylation and 4 upregulated circRNAs with hypomethylation were found in the *S. aureus* group (**Figure 7E**). 

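Among circRNAs with enough junction reads to be tested, those with an m6A peak listed on them in the control group were not called lower more often after *S. aureus* than those without. A peak counted only for the circRNA it was listed on. The circRNA of GLIS3, which was lower after *S. aureus*, thus counts as without a peak, although a peak over it was listed on a longer circRNA. Other overlaps of this kind were not looked for. Of the 79 tested, 22 had a peak in at least 2 control libraries. Of these 22, the circRNAs of DEK and of the histone methyltransferase gene NSD2 were lower at the paper's thresholds, against 11 of the other 57 (Fisher's exact test, p = 0.334), and none of either kind was higher. The median fitted log2 fold change of the tested circRNAs was −2.25 with a peak and −1.68 without. Both medians were negative, but the lower one was that with a peak, which goes the other way than the counts of calls. On the authors' normalized values, 266 of the 692 circRNAs with a peak in all 3 control libraries were called higher and 1 lower, and 169 of the 266 had no junction read in the 6 libraries compared. Of the 33 circRNAs with a peak in the *S. aureus* group, 12 were called higher on these values, 6 of them without a read.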

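After *E. coli*, the circRNA of TAF3, which encodes a subunit of the transcription factor TFIID, was the only tested circRNA with a control peak that was higher at the paper's thresholds, against none without a peak (Fisher's exact test, p = 0.278). DESeq2 did not call it higher. The circRNAs of SAMD4A, which encodes an RNA-binding repressor, and ARID1A had a peak in all control libraries and were lower, against 4 of the circRNAs without a peak (Fisher's exact test, p = 0.669). The circRNA of ARID1A on chromosome 2 from 126448967 to 126452456 had 16, 9 and 3 junction reads in the control libraries and 2, 0 and 2 in the *E. coli* libraries, a log2 fold change of −2.51 (standard error 1.26, adjusted p = 0.494 from edgeR), and its wells overlapped once scaled. On the authors' normalized values, 100 of the 728 circRNAs with a peak in the *E. coli* group were called higher and 1 lower, and 91 of the 100 had no junction read in the 6 libraries compared. By joining expression with m6A modification, the paper selects circRNAs that it proposes to be important in the injury of MAC-T cells.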

Two upregulated circRNA with hypomethylation were found in the *E. coli* group (**Figure 7F**).

## Discussion

Bovine mastitis is a common disease that seriously harms the dairy industry (44). Currently, antibiotics are still the major treatment for mastitis, which also causes some serious problems, such as drug resistance and threatening side effects. Recent studies have confirmed that circRNA plays an important role in diseases (45), and it can be modified by N^6^-methyladenosine and plays a more complex regulatory role (46). Nevertheless, the mechanism of m^6^A-modified circRNA in bovine mastitis is still undiscovered. This study is the first to reveal the relationship between m^6^A-modified circRNA and cell injury induced by *S. aureus* and *E. coli*, and it reveals that circRNA with m^6^A modification may be related to cell injury by *S. aureus* and *E. coli* treatment (**Figure 8**).

**Figure 8:**
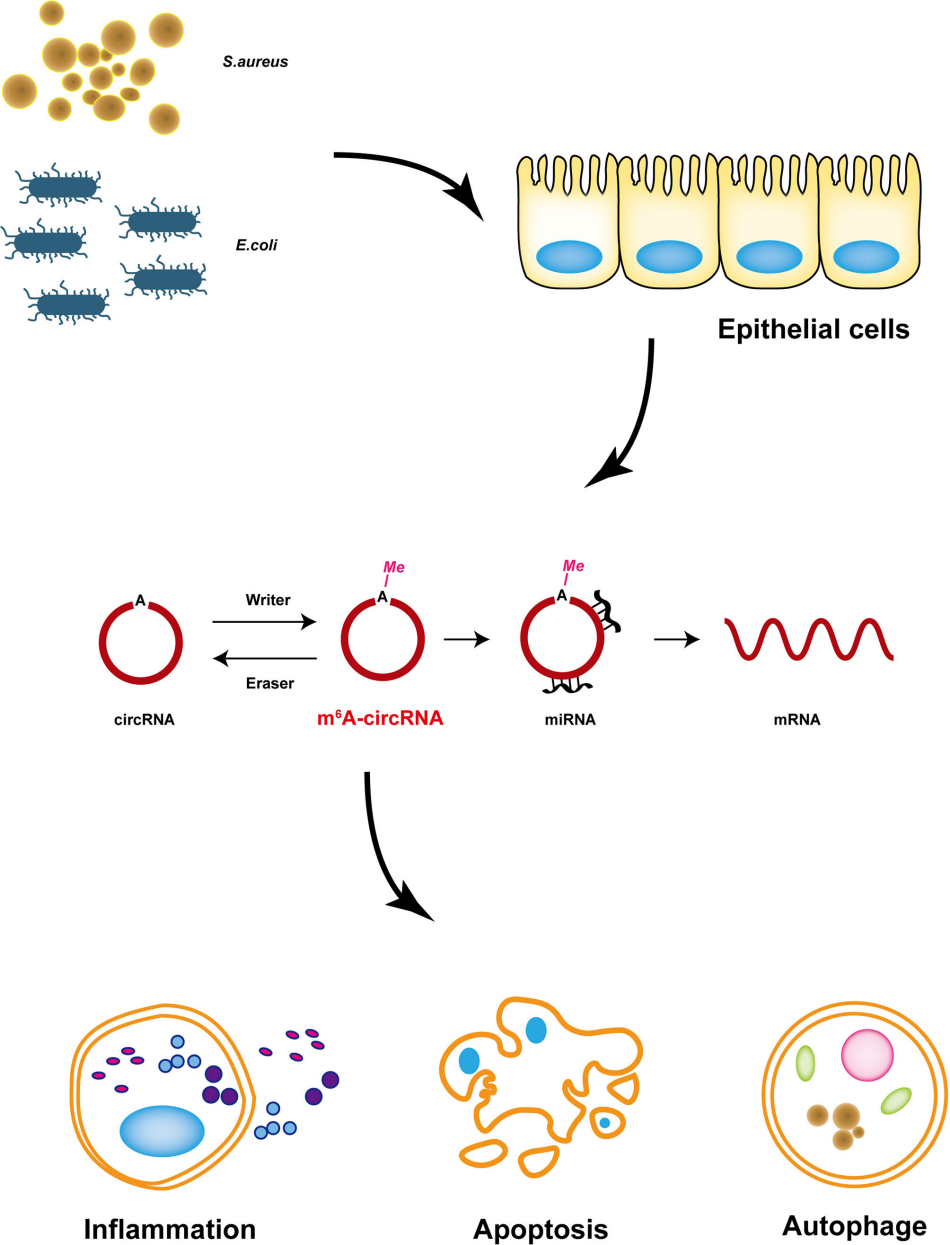
Proposed model of m^6^A-modified circRNAs that regulate MAC-T cells injured by inactivated *S. aureus* and *E. coli.* m^6^A-modified circRNAs regulated MAC-T cell apoptosis, inflammation, and autophagy.

It was reported that cell injury plays an important role in mastitis induced by *S. aureus* and *E. coli* (14). Perhaps the most compelling finding was that IL-1β, IL-6, and TNF-α were significantly upregulated, which indicated inflammatory changes. Additionally, apoptosis and autophagy are common cell injuries during inflammation (47). Inflammatory mRNA expression levels and TEM illustrations both demonstrated that *E. coli* induced more accelerated cell injury.

It is known that m^6^A modification of circRNA usually changes the development of disease. In our research, we found some novel m^6^A peaks first, and also identified the differential m^6^A-modified circRNA profile in the *S. aureus* group and *E. coli* group. This result suggested that this circRNA with different levels of m^6^A modification may play a vital role in *S. aureus-* and *E. coli-*induced cell injury. Most circRNAs upstream of mRNAs are able to regulate gene expression (48), so the altered m^6^A-modified circRNA could be a potential treatment target in mastitis. Furthermore, the unique structure of the conserved covalent closed loop allowed circRNA to remain stable, which makes it a better target than mRNA or other linear RNAs.

CircRNAs as a result of the diverse splicing of mRNAs, and a large number of studies have identified that the major source of circRNAs is derived from exons (49–51), which was also proven in our research. Some researchers have found that circRNAs are produced through contranscription and competition with conventional splicing (52). As a result, biogenesis of circRNA leads to a decrease in mRNA synthesis from the same location. Here, circRNA production acts as an RNA trap for mRNA production. However, we found that the features of m^6^A-modified circRNAs changed when MAC-T cells were injured by *S. aureus* and *E. coli*. Most of the differential m^6^A-modified circRNAs are longer and come from sense overlapping regions, which means that these differential and long m^6^A-modified circRNAs derived from sense overlapping regions play a more important function and provide us with a new direction in the m^6^A-modified circRNA regulatory mechanism of mastitis. In addition, the m^6^A-modified circRNA in both groups showed reverse density patterns of length, which may suggest a difference in cell injury in *S. aureus* and *E. coli* treatment. In fact, there are currently few studies on the m^6^A methylation of circRNA, and whether m^6^A modification can regulate mastitis in dairy cows needs further confirmation.

Since the function of circRNA in dairy cow mastitis is not fully understood, we performed GO/KEGG analysis to predict the function of altered m^6^A methylated circRNA. Previous studies have confirmed that PI3K-AKT and Ras-MAPK are important signaling pathways of natural immunity (53, 54). Li et al. found that ulinastatin reduced LPS-induced inflammation in mouse macrophage cells by activating the PI3K/Akt/Nrf2 pathway (55). Dong et al. found that *Astragalus* polysaccharides alleviate LPS-induced inflammation *via* the NF-κB/MAPK signaling pathway (56). When epithelial cells are injured by bacteria, the tight junctions between cells are compromised through focal adhesion and actin cytoskeletal signaling pathways (57). In our research, we predicted that the differentially expressed circRNAs with m^6^A modification were enriched in the Ras-MAPK, focal adhesion, and PI3K-AKT signaling pathways in MAC-T cells injured by *S. aureus* and *E. coli*, which are closely related to cell apoptosis and inflammation. The pathways and GO annotations of differentially expressed m^6^A-modified circRNAs in the *S. aureus* and *E. coli* groups were highly similar.

Many studies have shown that circRNA can be used as a molecular sponge to interact with miRNA to regulate mRNA (22). Recent studies have proven that specific circRNA–miRNA–mRNA axes cause apoptosis and inflammation in bovine mammary epithelial cells (58). In our ceRNA network, we found that 20 circRNAs and 26 mRNAs had a total of 10 miRNA binding sites, which were obviously related to apoptosis and inflammation. MAX, an important apoptosis gene, was upregulated by direct binding to the miR-181a promoter to increase MYCT1 expression, leading to apoptosis (59). In our study, we found that miR-2305 was able to regulate MAX and BCL2 in both ceRNA networks, and multiple circRNAs had binding sites with miR-2305 (60). In addition, some researchers have shown that downregulation could block the AKT pathway, inhibiting cell survival and proliferation, which means that MIF may be an important gene working in cell proliferation (61).

When MAC-T cells were treated with *S. aureus* and *E. coli*, we found that circ_RCOR1, circ_NEDD4 L, circ_MB21D2, and circ_PAN3 regulate MIF through miR-2881 in the *S. aureus* group, and circ_AKAP13, circ_ABCC1, circ_TUBG1, and circ_LOC104975415 regulate MIF through miR-2881 in the *E. coli* group. This ultimately had a potential effect on MAC-T cell proliferation. RAC3 is an NF-κB coactivator closely related to inflammation, whose expression is regulated by TNF, in addition to being a negative regulator of autophagy (62–64). In our research, miR-11972 was predicted to have binding sites for RAC3. Strangely, the expression of IL-1β, IL-6, and TNFα was different in the cell injury model, while the levels of apoptosis in the two groups were similar (**Figures 1A–F**). Through our ceRNA networks, we conjectured that the m^6^A-circRNA regulated the mRNA enriched in some similar pathways of apoptosis, but there may be more complicated mechanisms that were related to inflammation. Overall, circRNAs with different m^6^A modification levels regulated mRNAs enriched in the MAPK, WNT, and natural immune signaling pathways through circRNA–miRNA–mRNA axes and ultimately affected *S. aureus-* and *E. coli-*induced mastitis. In our research, ceRNA networks showed that mRNAs were enriched in MAPK, WNT, and natural immunology signaling pathways in both the *S. aureus* and *E. coli* groups, which may be the reason for the similar levels of apoptosis.

To further reveal the relationship between circRNA and m^6^A modification, we performed an analysis of circRNA-seq. We found a total of 3,914 novel circRNAs with expression differences. The length and source of altered circRNAs in the *S. aureus* and *E. coli* groups are consistent with the circRNA characteristics of previous studies, and most of them are shorter and exon-derived circRNAs. In the conjoint analysis of MeRIP-seq, we found that a total of 9 circRNAs showed a significant association between expression and m^6^A modification. To change circRNA expression, m^6^A modification has many functions, such as regulated circRNA splicing and degradation (45). For instance, Li et al. confirmed that circMETTL3 is upregulated in a m^6^A-dependent manner and promotes breast cancer progression (65).

This study is the first report to clarify the profile of m^6^A-modified circRNAs in bovine mammary epithelial cells injured by *S. aureus* and *E. coli.* Additionally, we predicted similar pathways and target genes in both groups. This finding provided us with new insights for exploring the cellular injury mechanism of mastitis. However, we did have some limitations. For the purpose of exploring the innate immune response, we used heat-inactivated bacteria instead of live bacteria, which may differ from real mastitis disorders in bovines. In our ceRNA networks, only the circRNAs with different m^6^A levels are shown, without a detailed description of the “up–down–up” or “down–up–down” model of differential expression. Therefore, the mechanism of cell injury needs to be revealed by further experiments, and animal models are needed to clarify the complex function of m^6^A-modified circRNAs *in vivo.*

## Conclusion

Mastitis is a common disease with a complicated pathological mechanism in bovines. m^6^A-modified circRNA plays an important role in regulating disease, but its function in mastitis remains unknown. Our study clearly profiled the m^6^A methylation of circRNA in MAC-T cell injury induced by *S. aureus* and *E. coli* and made predictions on differential m^6^A-methylated circRNA firstly. We provided novel insight into MAC-T cell injury induced by *S. aureus* or *E. coli via* m^6^A-modified circRNAs, which may represent a new research direction for future studies in mastitis.

## Data Availability Statement

The original contributions presented in the study are publicly available. These data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196736.

## Author Contributions

HX and CL: Conceptualization, Validation, Formal analysis, Investigation, Resources, Data curation, Writing—original draft, Visualization, Writing—review and editing, and Supervision. YZ and TL: Validation, Formal analysis, and Investigation. JY and SC: Writing—review and editing. CH, JC, XC, YC, and AG: Project administration and Funding acquisition. All authors contributed to the article and approved the submitted version.

## Funding

This research was funded by the National Natural Science Foundation of China (No. 31972758; 31101874).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Overview of the circRNA profile. **(A)** Novel circRNAs, mainly exonic, intronic, intergenic, sense overlapping, and antisense circRNAs. **(B)** The length of the novel circRNA found by circRNA-seq. **(C, D)** Pie charts showing the length of differentially expressed circRNAs in the *S. aureus* and *E. coli* groups. **(E)** The chromosome distribution of the novel circRNAs. **(F) **Histogram showing the source of differentially expressed circRNAs in the *S. aureus* and *E. coli* groups. **(G)** The chromosome distribution of differential circRNAs in the *S. aureus* and *E. coli* groups.

# Supplementary material for: N6-Methyladenosine-Modified circRNA in the Bovine Mammary Epithelial Cells Injured by Staphylococcus aureus and Escherichia coli
**Source:** Front Immunol. 2022 Apr 4;13:873330. doi: 10.3389/fimmu.2022.873330
**Supplement:** Supplementary Figure 1 — Overview of the circRNA profile. (A) Novel circRNAs, mainly exonic, intronic, intergenic, sense overlapping, and antisense circRNAs. (B) The length of the novel circRNA found by circRNA-seq. (C, D) Pie charts showing the length of differentially expressed circRNAs in the S. aureus and E. coli groups. (E) The chromosome distribution of the novel circRNAs. (F) Histogram showing the source of differentially expressed circRNAs in the S. aureus and E. coli groups. (G) The chromosome distribution of differential circRNAs in the S. aureus and E. coli groups.

Table S3. Related primer sequences

| gene | Primers Sequence (5′→3′) | |
| --- | --- | --- |
| β-actin | F：TGCTGTCCCTGTATGCCTCT | R：GGTCTTTACGGATGTCAACG |
| IL-1β | F：TTCCATATTCCTCTTGGGGTAGA | R：AAATGAACCGAGAAGTGGTGTT |
| IL-6 | F: CAGCAGGTCAGTGTTTGTGG | R：CTGGGTTCAATCAGGCGAT |
| TNF-α | F: CTTCTCAAGCCTCAAGTAACAAGC | R: CCATGAGGGCATTGGCATAC |

# Supplementary material for: N6-Methyladenosine-Modified circRNA in the Bovine Mammary Epithelial Cells Injured by Staphylococcus aureus and Escherichia coli
**Source:** Front Immunol. 2022 Apr 4;13:873330. doi: 10.3389/fimmu.2022.873330
**Supplement:** Supplementary Figure 1 — Overview of the circRNA profile. (A) Novel circRNAs, mainly exonic, intronic, intergenic, sense overlapping, and antisense circRNAs. (B) The length of the novel circRNA found by circRNA-seq. (C, D) Pie charts showing the length of differentially expressed circRNAs in the S. aureus and E. coli groups. (E) The chromosome distribution of the novel circRNAs. (F) Histogram showing the source of differentially expressed circRNAs in the S. aureus and E. coli groups. (G) The chromosome distribution of differential circRNAs in the S. aureus and E. coli groups.

**Table S6. The top 20 differentially expressed circRNA in *S. aureus* group.**

| **circRNA ID** | **Gene Name** | **Log2 (Fold Change)** | **Log10 (*p*-Value)** | **Regulation** |
| --- | --- | --- | --- | --- |
| NC_037340.1:46809878-46813181+ | DIP2C | 6.102626157 | -1.758975978 | up |
| NC_037341.1:81759393-81782223- | MRPL13 | 6.102626157 | -1.758975978 | up |
| NC_037339.1:16068965-16097256- | ZC3H13 | 6.102626157 | -1.758975978 | up |
| NC_037330.1:115265985-115271850+ | AGAP1 | 5.769292826 | -1.840716258 | up |
| NC_037336.1:33263966-33274509- | DCBLD1 | 5.769292826 | -1.840716258 | up |
| NC_037339.1:52693470-52693754- | SCEL | 5.769292826 | -1.840716258 | up |
| NC_037328.1:132236202-132236445- | NCK1 | 5.769292826 | -1.720648369 | up |
| NC_037349.1:52012899-52054329+ | SMARCC1 | 5.769292826 | -1.840716258 | up |
| NC_037335.1:9702516-9713102- | HMBOX1 | 5.630946992 | -1.846386607 | up |
| NC_037344.1:16534725-16551484- | ZNF330 | 5.435959493 | -1.938157767 | up |
| NC_037335.1:40368241-40369366+ | GLIS3 | -3.4487187 | -3.810167368 | down |
| NC_037348.1:57913323-57915074- | BTBD7 | -2.810348333 | -2.947988594 | down |
| NC_037350.1:39361553-39364539+ | DEK | -2.402884198 | -1.431478209 | down |
| NC_037329.1:97948826-97949942- | KANSL1L | -2.369705643 | -2.089661129 | down |
| NC_037342.1:63730353-63735510- | CSTF3 | -2.157229017 | -2.104354314 | down |
| NC_037330.1:435037-447472- | TIPRL | -1.962241499 | -1.709024695 | down |
| NC_037333.1:101708980-101710902+ | PTPN13 | -1.962241499 | -2.169352905 | down |
| NC_037329.1:43867559-43898911- | / | -1.767254008 | -2.190006501 | down |
| NC_037356.1:47526233-47527007+ | CTTN | -1.628908178 | -2.686983581 | down |
| NC_037348.1:61676138-61681024+ | VRK1 | -1.43392067 | -2.998197491 | down |

# Supplementary material for: N6-Methyladenosine-Modified circRNA in the Bovine Mammary Epithelial Cells Injured by Staphylococcus aureus and Escherichia coli
**Source:** Front Immunol. 2022 Apr 4;13:873330. doi: 10.3389/fimmu.2022.873330
**Supplement:** Supplementary Figure 1 — Overview of the circRNA profile. (A) Novel circRNAs, mainly exonic, intronic, intergenic, sense overlapping, and antisense circRNAs. (B) The length of the novel circRNA found by circRNA-seq. (C, D) Pie charts showing the length of differentially expressed circRNAs in the S. aureus and E. coli groups. (E) The chromosome distribution of the novel circRNAs. (F) Histogram showing the source of differentially expressed circRNAs in the S. aureus and E. coli groups. (G) The chromosome distribution of differential circRNAs in the S. aureus and E. coli groups.

**Table S7. The top 20 differentially expressed circRNA in *E. coli* group**

| **circRNA ID** | **Gene Name** | **Log2 (Fold Change)** | **Log10 (*p*-Value)** | **Regulation** |
| --- | --- | --- | --- | --- |
| NC_037334.1:50134386-50146696+ | CTNNA1 | 5.502572155 | -2.839149532 | up |
| NC_037328.1:69271497-69301725- | ITGB5 | 5.169238825 | -3.797710452 | up |
| NC_037342.1:6545342-6569679- | YAP1 | 5.061929456 | -1.35817589 | up |
| NC_037332.1:44567382-44580289- | CPSF6 | 5.061929456 | -1.604211011 | up |
| NC_037338.1:40722964-40728475+ | VRK2 | 4.728596125 | -1.37583847 | up |
| NC_037339.1:16089515-16106617- | ZC3H13 | 4.728596125 | -1.37583847 | up |
| NC_037340.1:15989889-15999305- | TAF3 | 4.728596125 | -1.37583847 | up |
| NC_037332.1:29476298-29481624- | LARP4 | 4.728596125 | -1.37583847 | up |
| NC_037355.1:24832129-24839488- | DNA2 | 4.728596125 | -1.380765783 | up |
| NC_037348.1:5300954-5301449+ | CHSY1 | 4.728596125 | -1.35556783 | up |
| NC_037337.1:67199994-67200512+ | SAMD4A | -4.207841482 | -3.615733807 | down |
| NC_037348.1:57913323-57915074- | BTBD7 | -4.184378375 | -3.795421547 | down |
| NC_037329.1:43867559-43898911- | / | -3.141284034 | -3.295278836 | down |
| NC_037341.1:12458977-12543218- | TRNAG-CCC | -3.002938192 | -1.985242472 | down |
| NC_037333.1:17503709-17523590+ | PAPSS1 | -2.807950694 | -5.402431348 | down |
| NC_037329.1:43596900-43602712- | FMNL2 | -2.474617358 | -2.558302005 | down |
| NC_037329.1:43892092-43892471- | / | -2.336271532 | -2.029831215 | down |
| NC_037330.1:98890783-98896599- | CMPK1 | -2.336271532 | -2.025266454 | down |
| NC_037345.1:54183330-54204953+ | SAE1 | -2.141284034 | -2.651279501 | down |
| NC_037350.1:3019707-3035565+ | RAB23 | -1.807950715 | -4.640932272 | down |

How the deposited data were processed for this re-analysis (not part of the article)

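MAC-T cells in 9 wells, 3 without bacteria, 3 with heat-inactivated *S. aureus* and 3 with heat-inactivated *E. coli*, gave an input and an IP library each, 18 libraries in all. The authors trimmed the reads with cutadapt 1.9.3, aligned them to bosTau9 with STAR 2.5.1b and detected circRNAs with DCC. The paper's results also name Bowtie2 for filtering, and its methods name edgeR 3.16.5 for normalization and for the choice of differential circRNAs. The authors deposited 1 table of 3914 circRNAs for the input libraries, with back-splice junction counts per library and normalized log2 values. Each log2 value in that table as deposited equals the log2 of the count times a factor of its library, with a count of 0 entered as 0.1, and the largest deviation from this rule was 7.99e-15. For each IP library the authors deposited a table of m6A peaks, with a ratio (fold enrichment over the input), a score and a false discovery rate in percent for each peak. The names of the peaks point to MACS as the peak caller, whose version and use of the strand are not stated, and the score reaches a ceiling of 3100. Every circRNA with a peak was found in the table of junction counts. The counts, the log2 values, the fold enrichments, the scores and the percent false discovery rates were used in the units as deposited.

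Host gene symbols and source classes are those of the authors' tables, and 2130 of the 2220 symbols were found in the gene table of the bovine reference. Peak tables count positions from 0, and all positions are given counted from 1. Named circRNAs were matched by position and never by the symbol of the host gene, and where the paper names a host gene without a position, all circRNAs annotated to it were reported. Host genes of enriched terms were likewise counted over all their circRNAs, so a peak there can lie on another circRNA than the one the paper lists.

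A circRNA was called detected with at least 1 junction read. Differences in junction reads were tested with edgeR 4.0.16 under R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, total junction reads as library size, group as the only term) on circRNAs with at least 2 reads in at least 3 libraries, which left 79, and p-values were adjusted by Benjamini-Hochberg. All 3 groups entered 1 fit so that they shared the estimate of the spread, whose common biological coefficient of variation was 0.911. Calls were counted at an adjusted p under 0.05 and at the paper's thresholds (fold change of at least 2, unadjusted p of at most 0.05). The paper's general statistics section names Student's test for the data of the study. The test was also run on simulated data with the means and library sizes of these wells and 20 circRNAs changed by a known fold in each of 20 simulations. After adjustment it found 0% of 4-fold, 0.75% of 8-fold and 6% of 16-fold changes between *S. aureus* and control, and at the paper's thresholds 16.3%, 29.8% and 46%. With no change simulated, 4% of circRNAs passed the paper's thresholds.

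Peak regions were merged within a group in Python where they lay on the same strand and shared at least 1 base. Peaks in all 3 libraries of a group and in no library of another were counted as the clearest cases of presence and absence. Shares of classes and lengths per library were compared by exact permutation tests (scipy 1.17.1). Gene lists fixed beforehand were tested among the 2220 host genes with Fisher's exact test, adjusted over the lists with at least 1 member. A few members were taken from genes the paper names, and lists that hold them are not independent evidence. On simulated data with 1 list raised, this test found the raised list in 28 of 36 simulations (77.8%) and called 0 other lists. The same lists were to be tested with camera from limma 3.58.1 on fold changes, but none had 5 tested circRNAs.

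Tests, filters, gene lists and alternatives were fixed beforehand, except where the text says otherwise. The circRNAs and peaks named in the text were chosen by a rule set then: the circRNAs and places in Tables 1, 2, S5, S6 and S7 (whose values had been seen), the 10 circRNAs per comparison and direction with the smallest p past the paper's thresholds and no overlap between wells, the 10 peaks per group with the largest mean fold enrichment among those in all 3 libraries, the called peaks over the places of Tables 1 and 2, and up to 4 members with a call per gene list. Others, such as peaks present in all libraries of 1 group only and the circRNAs of MAP4K4, NSD2, ARID1A and TAF3 where their reads are given, were chosen after their values were seen. Alternatives covered the scaling (clean input reads, total junction reads without TMM, DESeq2 1.42.0), the filter on low counts, the groups in the fit, edgeR's exact test, a block for the well number, each well left out in turn, the number of libraries and the overlap that define a shared peak, and stricter limits on peaks. The equal-variance test on the authors' normalized values, a library size from the tested circRNAs and a limit of 5% on the false discovery rate of peaks were added after the data had been seen.

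The input libraries had 61407072 to 82429030 clean reads but only 361 to 2057 junction reads, and the 79 tested circRNAs were covered by 13.1% of the latter. A count of 0 over a group was given a floor of 3 reads, which covers counting error in that group only. The error of the other group's reads and the spread between wells are left out of these bounds. Differential methylation as a level was not analysed here, since reads per peak were not used, nor were raw reads, RT-qPCR, flow cytometry or electron microscopy. The miRNA network was used only as far as 1744 of the 4348 entries of Table S5, and enrichment by DAVID was not repeated. The results for a few genes and 1 gene list are not reported here.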

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

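The tests against the numbers of clean reads and of detected circRNAs, the limit on the false discovery rate and the splits of the wells were chosen after the results were seen.

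Several m6A peaks present after treatment and missing in the control group lie outside the places of Tables 1 and 2, which the paper discusses. In the *S. aureus* group there were 8 such peaks, called in all 3 libraries and in no control library: the pair at TNS4, and those at APLP2, CD44, FN1, HMGA1, PRSS23 and LOC104976804 (chromosome 29 from 43614516 to 43614928, mean fold enrichment 37.8). In the *E. coli* group there were 2, at IGSF9B and RUNX2. The peaks at CD44, FN1, HMGA1 and LOC104976804 lie on antisense circRNAs, and how the strand was used in calling them is not stated.

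A first pattern is the excess of circRNAs called higher over those called lower on the authors' normalized values. A candidate explanation is the value entered for 0 reads, which grows with the factor of its library. Of the circRNAs called higher, 68.2% in the *S. aureus* group and 90.1% in the *E. coli* group had 0 junction reads in all 6 libraries compared, and every circRNA without a read there was called higher, with the same log2 difference of 2.89 after *S. aureus* and 1.51 after *E. coli*. A biological rise of these circRNAs is not needed for the calls, since they have no read. The same value for 0 reads enters most calls of the 487 and 53 circRNAs with a read. Of the 487, 456 had reads in only 1 *S. aureus* library, and of the 53, 45 had reads in only 2 *E. coli* libraries. On the counts without the low-count filter, edgeR called 0 circRNAs higher after either treatment. With so few reads, a rise of some of them stays open.

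A second pattern is the low number of junction reads in the *S. aureus* input libraries. Fewer clean reads do not account for it, since the mean of clean input reads was 104% of the control mean. Neither do a few abundant circRNAs, since junction reads per clean read without the 20 most abundant circRNAs were 21.5% of the control mean. A smaller share of circRNA in the whole library that affects all circRNAs alike cannot be told apart from a loss of particular ones, because 0% of the 79 tested circRNAs passed an adjusted p after scaling, in a test that found 6% of 16-fold changes in simulated data. An effect of the *S. aureus* treatment on circRNAs may also be the source and was not tested.

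Another pattern is the low number of m6A peaks called in the *S. aureus* group, which cannot be examined at a false discovery rate of at most 5%, where the control group also has 0. Peaks per clean IP read were 2.52% of the control mean, so the depth of the IP libraries does not account for it. Peaks per detected circRNA were 8.40% of the control mean. However, only 10.2% of the circRNAs with a peak in the *S. aureus* group and 23.3% in the control group had a junction read in the same well. The detected circRNAs are thus mostly not those with peaks, and this ratio cannot exclude a lower abundance of circRNAs as the source. A weaker enrichment in the IP that leaves only the strongest peaks above the calling threshold cannot be told apart from a loss of methylation. The control peaks that overlapped an *S. aureus* peak had a median score at the 94.5th percentile of control peaks, but the score has a ceiling shared by 10.8%, 8.96% and 9.99% of the peaks of the control libraries, of which only 11.6%, 14.7% and 13.0% overlapped an *S. aureus* peak. A loss of m6A from circRNAs after *S. aureus* remains a hypothesis that was not tested.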

How the results depend on the processing

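The test on the authors' normalized values, the library size from the tested circRNAs and the limit on the false discovery rate of peaks were chosen after the data had been seen.

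With an adjusted p, edgeR called 0 circRNAs in all comparisons. Its exact test on only 2 groups called 2 lower after *S. aureus* and, for *E. coli* against *S. aureus*, 3 (2 higher, 1 lower), and the fit to only these 2 groups called 1, lower. The smallest adjusted p was 0.135 after *S. aureus*, and 0.00401 with the exact test. DESeq2 called 0 in all comparisons, and the cause of the other counts was not tested.

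At the paper's thresholds, the 13 circRNAs after *S. aureus* became 26 with libraries scaled to clean input reads, 2 with total junction reads and no TMM, 22 with no low-count filter, 8 with the exact test, 5 with DESeq2 and 1543 on the authors' normalized values. The 7 after *E. coli* became 2 with DESeq2 and 547 on the authors' values. With at least 5 reads in at least 3 libraries, which left 7 circRNAs to test, the counts were 2 and 0. Leaving out each well in turn gave 3 to 16 after *S. aureus* and 2 to 7 after *E. coli*. The count fell to 5 without control well 1, 4 without control well 3, 3 without *S. aureus* well 1 and 5 without *S. aureus* well 3, and after *E. coli* to 2, 3 and 2 without control wells 1, 2 and 3 and to 4 without *E. coli* well 1 or 2. All calls after *S. aureus* were lower under every alternative on counts.

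The numbers of the wells pair nothing known, and only 3 of the 9 wells correlated best with wells of their own number. A replicate block gave 9 circRNAs after *S. aureus*, 2 after *E. coli* and 4 for *E. coli* against *S. aureus* at the paper's thresholds and 0 with an adjusted p.

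Of 17 named circRNAs and comparisons, none left the paper's thresholds with scaling to clean input reads, 9 did without TMM, 5 without the filter and 7 with the block, with unchanged direction.

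Peaks of a group numbered 916, 20 and 455 (control, *S. aureus*, *E. coli*) when called in all 3 libraries, and 3727, 84 and 2155 summed without merging. With only peaks above the median fold enrichment of control peaks, the control group had 906, and the peaks per library were 26.6-fold fewer after *S. aureus* and 1.06-fold fewer after *E. coli*, in place of 44.4 and 1.73. This limit was taken from the control peaks and removes many of them by construction. Under it, the exonic share of modified circRNAs differed from the control group by −39.8 points after *S. aureus* and by 1.02 after *E. coli*, in place of −44.7 and −0.932. The gene lists called in the control group were 2 with a peak in all 3 libraries and 0 in the background of tested circRNAs, against 1, and in the *E. coli* group 0 in that background, where only 9 lists could be tested. With a false discovery rate of at most 5%, the control and *S. aureus* groups had 0 peaks and the *E. coli* group 818, so the order of control and *E. coli* was reversed. A tally over the alternatives labelled 171 values as the same, 37 as moved and 1 as reversed. It neither shows how close values stayed nor counts every change of sign. The exonic difference after *E. coli* changed sign, and the fold by which peaks were fewer there went from 1.73 to 1.06. The median log2 fold change after *E. coli* went from −0.37 to 0.22 without TMM. Comparisons of 3 wells against 3 cannot give a p under 0.1, so a p that stays above the paper's threshold shows no stability there.

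Without the low-count filter, camera called 0 lists (smallest adjusted p 0.0817). Under other settings camera had no list with 5 tested circRNAs and was not run, and a pseudocount did not apply to counts. Depth limits the expression test, which had 79 circRNAs.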

Differences from the paper's values

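The test on the authors' normalized values and the limit on the false discovery rate of peaks were chosen after the values had been seen.

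For circRNAs higher in the *S. aureus* group at a fold change of at least 2 and an unadjusted p of at most 0.05, the paper's value is 1532 and the value here is 0. A count is taken here to reach the paper's when neither is more than 1.5 times the other. All alternatives set before the data were examined gave 0 as well, so none reached the paper's value. For circRNAs higher in the *E. coli* group, the paper's value is 536 and the value here is 1, with 0 to 2 under the alternatives set before, none of which reached it. For circRNAs lower in the *E. coli* group, the paper's value is 11 and the value here is 6. Scaling to clean input reads without TMM, set before, gave 8, which is within 1.5 times of the paper's value, and the other alternatives set before gave 0 to 7 and were not. A library size from the tested circRNAs, chosen after seeing the values, gave 9, and it drops 6 of the 10 circRNAs listed as lower in Table S7, as do scaling to clean input reads and the setting that gave 6. An equal-variance test on the authors' normalized values of all circRNAs, chosen after seeing the values, gave 1532 higher and 11 lower after *S. aureus* and 536 higher and 11 lower after *E. coli*, and it dropped none of the circRNAs in Tables S6 and S7. The paper's methods name edgeR for this step. For circRNAs lower in the *S. aureus* group, the counts lay within 1.5 times of each other, with 11 as the paper's value and 13 here. Of the 10 circRNAs listed as lower in Table S6, 7 were called lower here, 8 with the library size from the tested circRNAs and all 10 with libraries scaled to clean input reads, while none of the 10 listed as higher had enough reads to be tested. Of the 10 listed as higher in Table S7, 2 were tested and 1 was called.

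The paper states that differential methylation was mainly lower after *S. aureus* and mainly higher after *E. coli*. That statement rests on differences in level, whereas called peaks were counted here, so neither these counts nor the calls at single genes below can test it. Peaks present in all libraries of 1 group and absent from the other were more often missing after treatment in both. After *S. aureus*, 898 were missing and 8 present only there, and after *E. coli*, 179 and 3. In all, 916 peaks were called in all 3 control libraries, 20 in all 3 *S. aureus* and 455 in all 3 *E. coli* libraries. With a false discovery rate of at most 5%, chosen after seeing the values, no control peak was left and the *E. coli* group had 818, which goes the way the paper states for *E. coli*; no peak was left in the *S. aureus* group either. The paper's text on the *E. coli* group also counts more peaks with lower than with higher methylation. The paper gives OPA3 as an example of higher methylation after *S. aureus*, and no library had a called peak on its circRNA, and 0 of the 10 places listed as higher in Table 1 had a called peak. It gives GRB10 as higher and SMAD1 as lower after *E. coli*, and the circRNA of each had peaks in 3 control and 3 *E. coli* libraries, while 1 SMAD1 peak was missing after *E. coli*. The paper's Table 1 lists FN1 as lower after *S. aureus* at a place without a called peak, and at another place on the same antisense circRNA a peak was called in all 3 *S. aureus* libraries and in no control library.

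The paper states that the circRNAs with most differential methylation came from chromosome 10 after *S. aureus* and chromosome 19 after *E. coli*. Among circRNAs that lost a peak in all libraries, chromosome 3 had 44 and chromosome 10 had 42 after *S. aureus*, and chromosome 10 had 12 and chromosome 19 had 6 after *E. coli*. It states that differential circRNAs with methylation were longer and came more from sense overlapping regions. Those that lost a peak had a median length of 1034 and 1251 bases, and 69.2% and 70.9% of them were exonic. The medians of the control libraries had a mean of 929 bases, but without the demand for a call in all 3 libraries. After *S. aureus*, 898 peaks were lost and 916 were called in all 3 control libraries, so the lost set has nearly the profile of such control peaks. These lengths therefore cannot test the paper's statement. It states that the number of peaks per circRNA was much alike in the groups, and here 73.6%, 93.5% and 79.6% of modified circRNAs had 1 peak in the control, *S. aureus* and *E. coli* groups. It places modified circRNAs most often on chromosome 3, which holds here for the control and the *E. coli* group, while in the *S. aureus* group chromosome 23 had 5 and chromosome 3 had 3. It places most circRNAs of the *S. aureus* group on chromosome 3 and most of the *E. coli* group on chromosome 8, and the calls on the authors' values gave these chromosomes, while all circRNAs with a junction read were most often from chromosome 8 in the *S. aureus* group (44) and chromosome 3 in the *E. coli* group (95).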

Other observations

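The direct comparison of the treatments and the gene lists were set beforehand, whereas the splits of the wells, the sharing of circRNAs between wells and the counts of 3 to 6 reads were tests chosen after the results were seen.

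Compared directly, cells treated with *E. coli* had more junction reads of several circRNAs than cells treated with *S. aureus*, relative to a median log2 difference of 1.19 over the 79 tested circRNAs (0 with those at 0 reads put at their bounds, 0.64 without TMM and 1.92 with scaling to clean input reads). At the paper's thresholds, 10 circRNAs were higher and 2 lower in the *E. coli* group, or 3 higher and 3 lower without TMM, and 0 passed an adjusted p in edgeR (smallest 0.129), with 12 at an unadjusted p under 0.05 and, in DESeq2, 4 higher and 1 lower at the paper's thresholds and 0 adjusted. With adjustment, edgeR's exact test on these groups alone called 3. Without 1 of the wells the 12 calls became 4 to 8, with 4 without *S. aureus* well 1, 6 without control well 3, and 7 without control well 2, *S. aureus* well 3 or *E. coli* well 2. The circRNA of MED17, which encodes a Mediator subunit, on chromosome 29 from 1038665 to 1039763 had 7, 11 and 4 reads in the *E. coli* libraries and 0 in the *S. aureus* libraries, at least 5.08-fold higher (adjusted p = 0.129 from edgeR). That of YAF2 on chromosome 5 from 38481622 to 38481947 had 3, 6 and 4 against 0 (at least 3.00-fold higher, adjusted p = 0.146 from edgeR), and that of WDR37 on chromosome 13 from 46296305 to 46312046 had 4, 1 and 5 against 0 (at least 2.31-fold higher, adjusted p = 0.286 from edgeR). That of SAMD4A was at least 3.85-fold lower in the *E. coli* group (adjusted p = 0.129 from edgeR). Without TMM these bounds were 3.01 for MED17, 1.78 for YAF2, 1.37 for WDR37 and 6.49 for SAMD4A. Of the m6A peaks, 439 on 360 circRNAs were called in all 3 *E. coli* libraries and in no *S. aureus* library, among them peaks at HIPK2 (mean fold enrichment 96.2), the m6A reader gene YTHDC1 (95.5) and TAF3 (86.6), and 3 were called the other way round, at LOC104976804, APLP2 and PRSS23.

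Genes that write, read or remove m6A hosted modified circRNAs themselves, with peaks in at least 2 libraries at 5 of 10 such host genes in the control group and at 4 in the *E. coli* group (adjusted p = 0.565 and 0.472, Fisher's exact test), among them YTHDF2, CBLL1 and ZC3H13 in all libraries of both groups. For tight and adherens junctions this was 8 and 6 of 23 host genes, with 2 in the *S. aureus* group, where DSP had a peak in every library (adjusted p = 0.944, 0.776 and 0.410, exact test). For focal adhesion and extracellular matrix it was 8 and 7 of 28, with FN1 in the *S. aureus* group (adjusted p = 0.944, 0.776 and 1, exact test), and for the mammary epithelial list 1 and 0 of 6, with CD44 in the *S. aureus* group (adjusted p = 0.863, 0.633 and 0.546, exact test). No other list had a host gene with a peak in at least 2 *S. aureus* libraries. Among the rest, in the control and the *E. coli* group, it was 5 and 5 of 12 for WNT signalling, 4 and 2 of 7 for antigen presentation, 6 and 6 of 12 for apoptosis, 4 and 3 of 17 for autophagy, 4 and 2 of 7 for circRNA formation, 6 and 3 of 21 for endocytosis, 3 and 2 of 10 for inflammatory response and 7 and 6 of 32 for ubiquitin ligases. The fibroblast list had 1 host gene, with a peak in both groups, and the endothelial and immune cell lists had 0. The adjusted p of these lists lay between 0.119 and 1 (exact test).

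The 6 wells of a comparison allow 10 splits, too few for a share under 0.05, and the real one gave the most calls at the paper's thresholds, 13 after *S. aureus* against 5 at most in the others and 7 after *E. coli* against 6, so that 1 of 10 splits reached the real count in each. With an adjusted p, all 10 splits of each of the 3 comparisons gave 0, as did the real one. For *E. coli* against *S. aureus*, another split gave 18 calls at the paper's thresholds against 12 for the real one, and the reason was not tested.

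*S. aureus* wells 1 and 3 shared 36 circRNAs where 14.5 are expected from independent draws (ratio 2.48), and 24 of these were in no other library, while *S. aureus* wells 1 and 2 shared 6 (ratio 0.481) and wells 2 and 3 shared 8 (ratio 0.578). *E. coli* wells 1 and 2 shared 94 where 70.2 are expected (ratio 1.34), and pairs of control wells had ratios of 0.494 to 0.558. The expectation draws evenly from all 3914 circRNAs of the table, which were collected from these 9 libraries, so it is no true baseline. A ratio under 1 therefore does not mean less sharing than by chance, and the ratios only compare pairs of wells within a group. The 10 circRNAs listed as raised by *S. aureus* in Table S6 had no read in all 3 *S. aureus* wells at once, and most had theirs in wells 1 and 3. Over all libraries, there were 352 counts of 4 against 237 of 3, with more of 4 in each of the 9 libraries, and 79 counts of 6 against 55 of 5, with more of 6 in 6 of them. An SD or a p-value from 3 wells takes the wells as independent and a floor of 3 reads takes the reads as independent, and where they are not, the error is larger than stated. At GLIS3, the peak over the circRNA from 40368241 to 40369366, which was lower after *S. aureus*, was listed on a longer circRNA from 40361503 to 40369366 in all control and *E. coli* libraries and in no *S. aureus* library. The false discovery rate of a peak had a median of 33.7% in the control, 28.6% in the *S. aureus* and 3.82% in the *E. coli* libraries, and no control or *S. aureus* peak had one of at most 5%.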
